# Evolutionary divergence of novel open reading frames in cichlids speciation

**DOI:** 10.1038/s41598-020-78555-0

**Published:** 2020-12-09

**Authors:** Shraddha Puntambekar, Rachel Newhouse, Jaime San-Miguel, Ruchi Chauhan, Grégoire Vernaz, Thomas Willis, Matthew T. Wayland, Yagnesh Umrania, Eric A. Miska, Sudhakaran Prabakaran

**Keywords:** Evolution, Genetics

## Abstract

Novel open reading frames (nORFs) with coding potential may arise from noncoding DNA. Not much is known about their emergence, functional role, fixation in a population or contribution to adaptive radiation. Cichlids fishes exhibit extensive phenotypic diversification and speciation. Encounters with new environments alone are not sufficient to explain this striking diversity of cichlid radiation because other taxa coexistent with the Cichlidae demonstrate lower species richness. Wagner et al. analyzed cichlid diversification in 46 African lakes and reported that both extrinsic environmental factors and intrinsic lineage-specific traits related to sexual selection have strongly influenced the cichlid radiation, which indicates the existence of unknown molecular mechanisms responsible for rapid phenotypic diversification, such as emergence of novel open reading frames (nORFs). In this study, we integrated transcriptomic and proteomic signatures from two tissues of two cichlids species, identified nORFs and performed evolutionary analysis on these nORF regions. Our results suggest that the time scale of speciation of the two species and evolutionary divergence of these nORF genomic regions are similar and indicate a potential role for these nORFs in speciation of the cichlid fishes.

## Introduction

Rapid evolution of the genome, especially the intergenic regions, have been postulated to contribute to genetic diversity^1–5^. In Drosophila, yeasts, stickleback fishes, and even in humans some intergenic regions have been shown to evolve into ‘de novo’ or ‘orphan’ or ‘proto’ genes, and they were more often shown to be specifically expressed as transcripts in tissues associated with male reproduction^4,6,7^, suggesting sexual or gamete selection. Subsequently, de novo genes were identified in many other organisms^8,9^. In this work, we address these de novo genes, and other as yet uncharacterized open reading frames, such as alternate open reading frames, short open reading frames, stop codon read throughs, intron insertions and so on, as described by Prabakaran et al.^10^, as novel open reading frames (nORFs) because the definition of de novo gene is stringent in that it must have a monophyletic distribution in one focal clade while being absent from organisms outside this clade.

Not much is known about how the transition from intergenic regions to nORFs to expressed nORFs to protein coding nORFs occurs^11^. nORFs can emerge from pre-existing genes, for example, through gene duplications that can have an adaptive benefit or other mechanisms such as gene fusion or fission, horizontal gene transfer, exon shuffling and retroposition^9,12^. nORFs can also emerge ‘de novo’ as has been shown to have emerged from sequences such as long noncoding RNAs^13^ or through ‘mixed origin mechanisms’^14^, overprinting^15^-alternative open reading frame transcription^9,14,15^, intron insertion (exonization) or extension of reading frames^16–18^. Although this mechanism was discounted and dismissed^19,20^, it is gaining credence as work from our own lab and from that of others show that de novo gene emergence, expression and translation is more pervasive than previously known^10,21^.

One of the major reasons why nORFs were discounted was because of a lack of data. We did not have the technology or the methodology to systematically investigate these nORFs. Another major reason is because of our conservative definition of what a gene should be. The novel open reading frames cannot be identified with our conservative definition of a gene like a conventional start-site, exon–intron boundaries, presence of a stop-codon, presence of polyA, and so on. With the advent of ultra-deep sequencing technologies we are beginning to observe the expression of large intergenic regions^22^. Results from our own work^23^ and from others have indicated that nORF transcripts are indeed expressed at a lower abundance compared to already fixed known protein coding transcripts^2,3^ and their expression is not ‘noisy’—increased standard deviation versus mean—to be dismissed as inconsequential for biological functions. nORF transcripts are shown to become fixed^24,25^ and we have shown that some nORFs can express noncanonical proteins that can be biologically regulated with potential functions^10,26^ thus indicating that there might be a selection process. However, some studies, including ours, have demonstrated that nORF encoded proteins have propensity for increased disorder^27^ than known canonical proteins, hence, it is not clear whether the noncanonical proteins contribute to the fitness of the organisms, or whether their biological activities are effectively neutral without any deleterious consequences. One study has demonstrated that some noncanonical proteins evolve neutrally, and that can at some point they acquire new functions^28^. Another study has demonstrated that nORFs pervasively emerge from noncoding regions but are rapidly lost again, while only a relatively few are retained much longer^29^.

The central question as to whether transcription emerged first or whether nORFs emerged first from intergenic regions has not been determined yet. Most studies that have attempted to investigate the emergence of nORFs have used comparative rather than population genetic approaches using just the transcriptomic and genomic data with limited phylogenetic analysis and more importantly have constrained the analyses to genes that have remained fixed over a long time scale. Comparative approaches using just the transcriptomic or proteomic data will not reveal much about the presence of nORFs that have the ability to encode novel proteins. These approaches confine to analyzing known transcripts and proteins. For example, using the conventional mass spectrometry-based proteomics workflow, mass spectra are searched only against a database of only known proteins as opposed to searching all possible proteins that can be translated from the transcripts extracted from the sample, which our approach can perform. The integrated proteogenomics approach used here is the only approach that will enable us to do this because we can directly demonstrate whether a transcript (any transcript) has the ability to encode peptides in any frame by identifying the corresponding set of peptides directly in the mass-spectrometry data.

Another limitation of these studies is that they have been conducted mostly using model organisms such as drosophila^1^ and yeasts^30,31^ that have not been under natural selection for many generations. For these reasons, we have attempted to investigate the emergence of nORFs from intergenic regions in cichlid fishes—a natural model system to investigate adaptive radiation^32,33^, using the proteogenomic approach that we developed^10^—to identify nORFs, base-wise conservation-acceleration (CONACC)^34^ analysis—to estimate nonneutral substitution rates of these nORFs, and Bayesian Evolutionary Analysis Sampling Trees model (BEAST) analysis^35^—to identify the time-scale divergence of these nORFs. The central questions that we attempted to answer are whether nORFs can emerge from noncoding regions, and if they do, whether their emergence can indicate or provide answers to explain the rapid adaptive radiation of the cichlid fishes. The reason why we chose this model system is explained in depth below.

The family Cichlidae is one of the most species-rich families in vertebrates that has fascinated biologists since Darwin. The primary hotspots of biodiversity for this family are in the East African Great Lakes, namely, Lakes Tanganyika, Malawi and Victoria; together they harbor more than two thousand cichlid species. In each of these lakes, cichlids have evolved independently and vary remarkably in behavior, ecology and morphology. The largest radiations, which in Lakes Victoria, Malawi and Tanganyika, have generated between 250 (Tanganyika) and 500 (Malawi and Victoria) species per lake, took no more than 15,000 to 100,000 years for Victoria and less than 5 million years for Malawi, but 10–12 million years for Lake Tanganyika^33^.

A genome-wide study of 73 Malawi cichlid species reported a low (0.1–0.25%) average sequence divergence between species pairs, indicating highly similar genomes^36^. This suggests that there are very subtle differences between the genomes of these organisms and is not sufficient to explain the vast phenotypic diversity and these subtle differences may be present in the form of non-canonical or unconventional regions that we call as nORFs. Further, a comparative genomic analysis of three morphologically and ecologically distinct cichlid species from Lake Victoria found highly similar degrees of genetic distance and polymorphism consistent with conservation of protein-coding regions^37^. A study between two East African cichlid species, *Astatotilapia burtoni* and *Ophthalmotilapia ventralis,* reported a genetic distance of 1.75% when annotated and unannotated transcripts were considered, but only 0.95% when including protein-coding sequences^32^. The genetic differences responsible for some specific cichlid traits are known; for example, *bmp4*’s influence on jaw morphology^38,39^, the expression patterns of egg-spots and blotches on fin tissue^40^, role of gonadotropin-releasing hormone (GnRH)^41^ and multiple steroid receptors (estrogen, androgen and corticosteroid receptors)^42^; in chemosensory and auditory plasticity respectively and the divergence in visual pigmentation ‘opsin’ genes affecting mate selection^43,44^. Sequencing of the genomes of five cichlid species revealed accelerated protein-coding sequence evolution, divergence of regulatory elements, regulation by novel micro-RNAs, and divergence in gene expression associated with transposable element insertions^33^. Hence we speculate that organisms that undergo extensive speciation with diverse phenotypic variation, such as the cichlids, must have highly ‘evolvable’ genomes—genome that is more ‘evolvable’ in the noncoding regions than in the coding regions because genetic, transcriptomic and proteomic diversity among the cichlids appears too low to account for the striking phenotypic diversity of the taxon.

Cichlids and Stickleback fishes are therefore fantastic model systems to investigate the emergence of nORFs in the noncoding regions. Previous work from our lab has revealed functionally active regions in the noncoding genome of many species that have not yet been classified as genes^10^. We show that these noncoding regions, which include—intron insertions, stop-codon read throughs, upstream insertions, antisense translation, alternate open reading frame translation, intergenic region translation are not only translated but they can form structures and are biologically regulated indicating potential functions. Therefore we embarked on a proteogenomic analysis to identify the emergence of nORFs in two tissues of two cichlid species *Oreochromis niloticus* (Nile tilapia, ON) and *Pundamilia nyererei* (Makobe Island, PN) (Fig. 1A) and to investigate whether these nORFs can help explain the speciation of these two species in a short geological time scale. The entire workflow is illustrated in Fig. 1B. These species are genetically similar but phenotypically divergent. PN is a rock-dwelling lacustrine fish^45^, whilst ON dwells in rivers^46^. They differ also in diet, ON is an omnivore with a primarily plant-based diet and PN is a carnivore^47,48^. ON has a more plain colouration whereas PN males have yellow flanks and red dorsal regions, a trait that is subject to sexual selection^45,49^. We compared the expression of transcripts between the species in two metabolically-active tissues, the testes and liver. We chose to study testes because it is known that the highest number and highest expression levels of de novo genes has been observed in testes of drosophila and humans, which indicates that they may contribute to unique traits^6,7^. We chose liver under the rationale that the distinct diets of the species might be accompanied by divergent liver transcriptomes. Analysis of transcript expression in the testes allowed comparison of extent of divergence in sex and non-sex traits.

**Figure 1:**
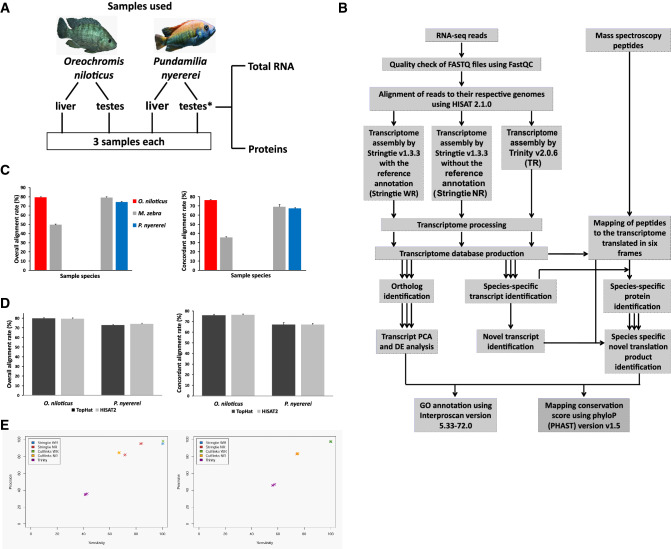
Proteogenomic workflow. (**A**) Data samples procured and analyzed in this study. (*Total RNA was extracted from testes of 4 PN samples) (Image of ON fish is taken from *Biolib.cz (Klas Rudloff)* and image of PN is from *african-cichlid.com*). (**B**) Pictorial representation of the methods followed in the analysis. *DE* differential expression, *PCA* principal component analysis, *GO* gene ontology. Details of individual steps given in text. (**C**) Comparison of RNA-seq read alignment rates to the *M. zebra*, ON and PN genomes. X axis: the species from which the RNA-seq reads were derived. Colours: the genome to which the RNA-seq reads were aligned. Red: ON. Gray: *M. zebra*. Blue: PN. Error bars: standard errors. Figure on the left: Overall alignment rates; on the right: Concordant alignment rates. (**D**) Comparison of liver RNA-seq read alignment rates using HISAT2 and TopHat. Rates of alignment of ON and PN liver RNA-seq reads to their respective genomes using HISAT2 2.1.0 and TopHat 2.1.0. Dark gray: TopHat. Light gray: HISAT2.Error Bars: standard errors. Figure on the left: Overall alignment rates; on the right: Concordant alignment rates. (**E**) Sensitivity and precision of transcriptome assembly of simulated reads. Simulated reads with uniform expression levels and no sequencing errors. Sensitivity was assembled using five transcriptome assembly methods. 10× 10,000 transcripts were randomly sampled with replacement from each simulated transcriptome and the sensitivity and precision of these subsets assessed using GFF compare for ON-derived reads (figure on the left) and for the PN derived reads (figure on the right).

## Results

### Selection of the reference genome and evaluation of read alignment and transcript assembly methods

The reference genomes of ON and PN feature gaps and mis-assemblies, and are not completely annotated. This made it necessary to first examine the extent to which the poorer quality of existing assemblies for these species might affect alignment and quantitation of RNA-seq reads. 

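Transcripts assembled from liver RNA of 3 ON and 3 PN fish lay on 942 sequences of the ON genome (ASM185804v2) and on 2984 sequences of the PN genome (PunNye1.0). In ON, 27 sequences with at least 50 stranded transcripts each held 89.3% of the 41456 transcripts. In PN, 152 such sequences held 62.3% of the 45966 transcripts, and the sequence with the most transcripts carried 656, against 2559 in ON. A transcript was called strandless where no strand was given for it, which was so only for single-exon transcripts. In ON, 285 sequences carried strandless transcripts and no stranded one, with 439 transcripts in all. In PN there were 1341 such sequences with 1933 transcripts. The counts describe one merged transcript set per species, so they have no replicate error.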

We aligned the reads to their respective genomes and to the better annotated genome of a closely related cichlid species, *Metriaclima zebra*, with fewer gaps and mis-assemblies. We then compared overall and concordant alignment rates. PN liver reads had 4.9% and 1.8% higher overall and concordant alignment rate, respectively, to the *M. zebra* genome than to its own genome. Whereas, ON liver reads had 30% and 40.5% lower overall and concordant alignment rates, respectively, to the *M. zebra* genome than to its own genome (Fig. 1C). As ON reads had a higher overall and concordant alignment rate on aligning to its own genome, we decided to align the reads to the species’ respective genomes for transcriptome alignment and assembly. The PN derived reads had a higher alignment rate to *M. zebra* than itself, while it was lower in ON derived reads, may be because *M. zebra* is more closely related to PN than ON. The two commonly used RNA-seq read alignment methods: TopHat and HISAT were compared by aligning the liver tissue reads of both the species to their respective genomes. The overall alignment (Fig. 1D left) and concordant (Fig. 1D right) alignment rates for both methods were very similar, but HISAT2 took approximately half the computational time compared to TopHat. Hence, HISAT2 was chosen to align the reads for the rest of the analysis.

We then evaluated several assembly methods (Fig. 1B). As there is no consensus in the literature regarding the optimal method for transcriptome assembly^50–53^, the following assembly methods were evaluated: Trinity—a de novo method, and Stringtie and Cufflinks—two reference based methods. These two reference based methods were run in two modes: with and without providing the reference annotations (Stringtie/Cufflinks WR and NR respectively). To compare the assembly between the methods three replicates of simulated reads were generated for both the species, using a built-in differential expression model of Polyester v1.14.1. Reads were simulated from ON and PN reference annotation transcripts to produce three replicates of approximately 25 million 75 bp paired-end simulated reads for each species, without incorporating sequencing errors and with uniform transcript expression levels. Simulated reads were aligned to their respective genomes using HISAT2 2.1.0 and then assembled using the five assembly methods. For both ON and PN, the de novo method, Trinity, had much lower precision and sensitivity in assembling transcripts than the reference based methods. The reference-annotation based methods (Stringtie WR and Cufflinks WR), which used the existing genome annotations in transcriptome assembly, showed the highest precision and sensitivity values for both ON and PN. For the PN reads there was no difference between these two methods. However, Stringtie NR had higher mean precision and sensitivity values than Cufflinks NR when assembling ON-derived reads (Fig. 1E). On the basis of these results, three methods were chosen for assembling the RNA-seq reads: Trinity (TR), Stringtie WR (WR) and Stringtie NR (NR). Trinity was chosen despite its low sensitivity as it was the only method studied that is capable of assembling transcripts that are not present in the reference annotations.

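Liver libraries of 3 ON and 3 PN males, one library per fish, were analysed from the transcript tables of the Stringtie assembly with reference annotation (WR). Total RNA had been depleted of ribosomal RNA, made into stranded libraries and sequenced as paired 75 bp reads, which were aligned with HISAT2 2.1.0. Strandless means here that no strand is listed for a transcript, not that the libraries lacked strand information. For each transcript the authors' tables give the position, strand, exon number, length, per-base coverage and abundance in fragments per kilobase of transcript and Mio of mapped fragments (FPKM). The 3 tables of a species list the same transcripts, 41456 in ON and 45966 in PN. The transcripts carry serial names with no gene symbol or reference identifier, so no gene was paired between the species and abundances of single transcripts were compared within a species only. Coverage divided by FPKM was constant within each library to a relative tolerance of 0.0001, and this constant gives the aligned bases behind the values. These were 1990072652, 1978219389 and 1997213175 bases in the ON libraries and 1815766079, 1691745086 and 1942535594 bases in the PN libraries. At 2 reads of 75 bases this corresponds to 13.3, 13.2 and 13.3 Mio read pairs in ON and 12.1, 11.3 and 13.0 Mio in PN. The paper states 11.82 ± 0.42 Mio paired-end reads for the liver samples, fewer than the mean of 12.7 Mio computed here from the aligned bases. This excess stays unexplained, and the values here use the aligned bases. Whether reads aligned at several places count more than once in these totals, and so in every percent of aligned bases, is not given in the sources used here. The listed transcripts held 95.2% ± 1.5 (SD, n = 3) of the aligned bases in ON and 97.8% ± 0.22 (SD, n = 3) in PN. Measures per library were compared between species with a two-sided exact permutation test, for which 3 fish against 3 cannot give a p below 0.10. Each library was measured on the transcript set merged from its own species, and genome and annotation change with species. Such a p therefore does not separate the fish from these.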

The Stringtie assembled transcriptomes were quantified using Stringtie to generate transcript level abundances. Whereas, RSEM was used to quantify the transcripts assembled de novo by Trinity. The transcripts abundances for all the three methods were then analysed for differential expression using Ballgown and Ebseq. RSEM generated counts for Trinity assembled transcripts were converted to FPKMs required for downstream assembly of Ballgown, using ‘ballgownrsem’ function.

### Identification of orthologous and uniquely expressed transcripts in the two fishes

To identify what transcripts were ‘differentially expressed’ between the two species, we had to first identify how many were common between them, for that we had to identify the orthologues as discussed below. Transcripts that are ‘uniquely’ expressed in the two species may explain the phenotypic diversity if they are functional, hence we identified ‘uniquely’ expressed transcripts between the two species as described below.

After the assembly of aligned reads with the three assembly tools; the assembled transcriptomes were processed to remove the unexpressed, duplicate and highly similar transcripts (Supplementary Fig. 1). 

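Of the 41456 ON liver transcripts, 30925 were stranded with several exons, 2159 were stranded with a single exon and 8372 were strandless. Of the 45966 PN liver transcripts, 25677 were stranded with several exons, 2155 were stranded with a single exon and 18134 were strandless. The median length was 2422 bases for stranded and 467 bases for strandless transcripts in ON, and 2271 and 510 bases in PN. Per library, 34683 ± 173 transcripts (SD, n = 3) had an FPKM above 0 in ON and 41590 ± 400 (SD, n = 3) in PN. Every PN library listed more transcripts above 0 than every ON library (two-sided exact permutation test, p = 0.10, n = 3 fish per species). Each library was counted on the merged set of its own species, 41456 transcripts in ON and 45966 in PN. The p therefore does not separate the fish from the transcript set, genome and annotation. In all 3 libraries of a species, 28244 ON and 36836 PN transcripts were above 0. At an FPKM of at least 1 in all 3 libraries, 13042 transcripts remained in ON and 20867 in PN. The 10 most abundant transcripts took 31.2% ± 4.6 (SD, n = 3) of the summed FPKM in ON and 19.4% ± 1.0 (SD, n = 3) in PN. Every ON library lay above every PN library (two-sided exact permutation test, p = 0.10, n = 3 fish per species). In ON the most abundant transcript, mRNA23082, was at 80043, 25699 and 47236, of a summed FPKM of 791415, 704817 and 726078. The difference can rest on few transcripts, as no setting left out single ones.

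**Figure D1:**
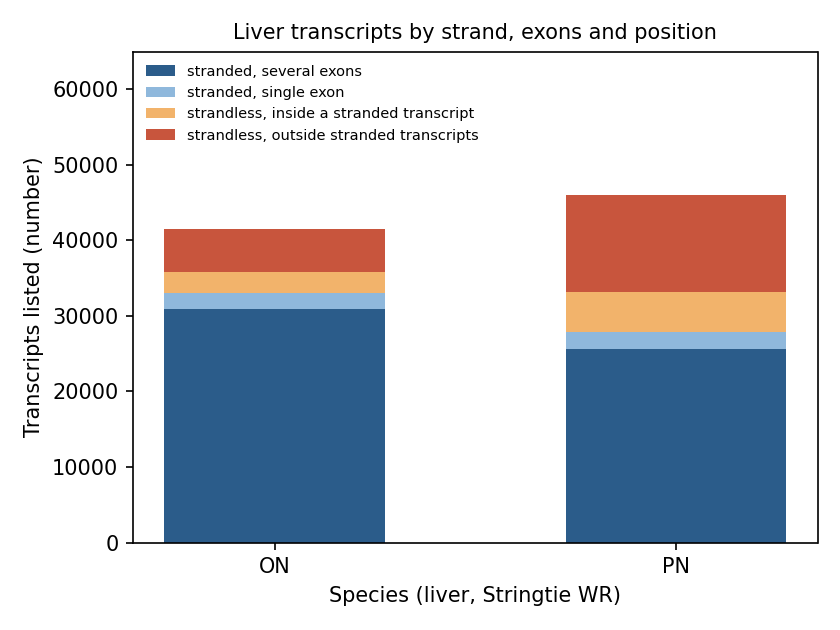
Number of liver transcripts in the Stringtie WR set of each species (vertical axis), stacked by strand, exon number and position. The strandless part holds 8372 transcripts in ON and 18134 in PN, while stranded single-exon transcripts number 2159 and 2155.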

Post the filter, the total number of transcripts assembled by the three assembly methods, in each tissue of each fish, as depicted in (Fig. 2A), ranged from 22,879 to 254,399. The assembled transcriptomes were compared between the two fishes for each method and tissue type, to identify the transcripts that were either conserved between the two fishes or were expressed only in one or the other fish.

**Figure 2:**
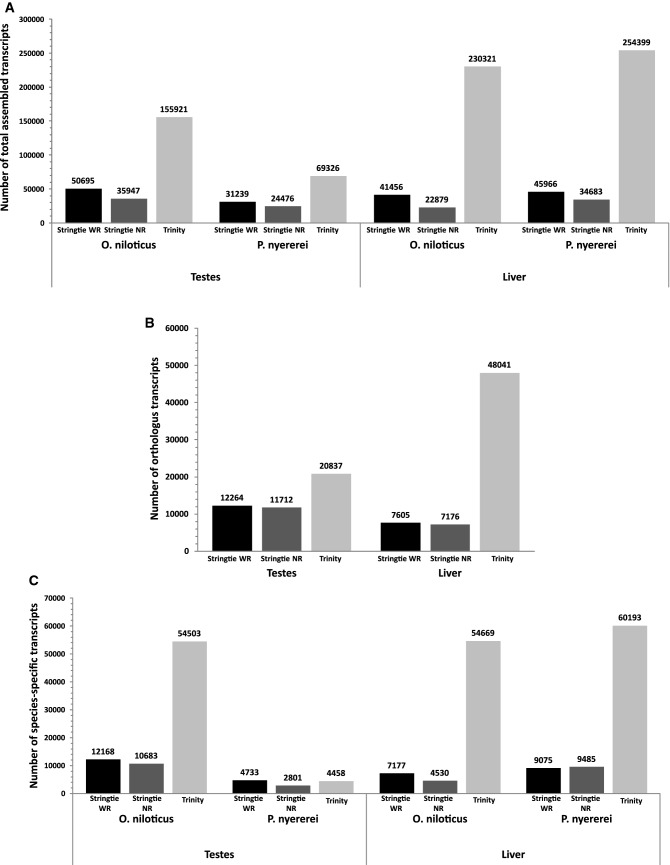
Number of transcripts identified by the three assembly methods. Stringtie WR (black), Stringtie NR (dark gray), Trinity (light gray). (**A**) Total number of assembled transcripts found in each tissue of each fish for the three transcriptome assembly methods. (**B**) Total number of orthologus transcripts between the two fishes in both the tissues. (**C**) Number of transcripts expressed uniquely to a fish in each tissue.

We identified the ‘orthologous’ transcripts conserved between the two fishes using reciprocal best hits (RBH) method. The ON transcript sequences for each tissue type and method were mapped to their respective PN transcriptomes and vice versa using blastn v2.7.1+^54^. Transcript pairs that were each other’s highest scoring match were identified as orthologs. And the transcripts if did not have a match in the opposing species with at least 80% identity, were assumed to be expressed uniquely to the species; and were classes as ‘species-specific’ transcripts.

We identified, for the three assembly methods, around 11,712–20,837 orthologous transcripts, in the testes transcriptomes of the two fishes. Similarly, around 7176–48,041 orthologous transcripts were identified in the liver transcriptomes of the two fishes (Fig. 2B). In both tissues, the number of orthologous transcripts identified in the Trinity assembled transcriptomes were highest, while were lowest in the Stringtie NR assembled transcriptomes.

Additionally, Fig. 2C depicts the number of species-specific transcripts identified by three assembly methods, per tissue in each fish. The number of ON-specific transcripts, in the two tissues for the three methods, varied from 4530 to 54,669, whereas PN-specific transcripts varied from 2801 to 60,193. Except for PN testes, the number of species-specific transcripts identified in Trinity-assembled transcriptome was highest. No species-specific liver transcripts were commonly found by all three of Stringtie WR, Stringtie NR and Trinity. In contrast, 441 (0.6%) of the species specific ON testes transcripts and 93 (0.9%) of the species-specific PN testes transcripts were identified by all three methods (Supplementary Fig. 2).

### Comparative transcriptomes between liver and testes of the two fishes

To determine whether the transcriptome level differences contribute to the diversity in the two fishes, we compared the expression levels of the orthologous transcripts of the equivalent tissues. Principal component analysis (PCA) on the normalised expression levels qualitatively separated the two fishes in both the liver and testes samples for all three transcriptome assembly methods (Fig. 3). Next, we carried out differential expression analysis of the orthologous transcripts to identify transcripts whose expression varied between the two fishes using the both Ballgown and EBseq tools. Ballgown analysis revealed that no transcripts were differentially expressed between the liver and testes transcriptome of the two fishes. But, when differential expression analysis was done using Ebseq, transcripts from both testes and liver were identified to be DE. 4591–26,671 and 8872–13,436 transcripts were identified to be respectively DE in liver and testes transcriptomes assembled by the three assembly pipelines. As large numbers of orthologous transcripts (~ 30–62%) were identified to be DE by EBseq, we did not further analyse these results (data not shown).

**Figure 3:**
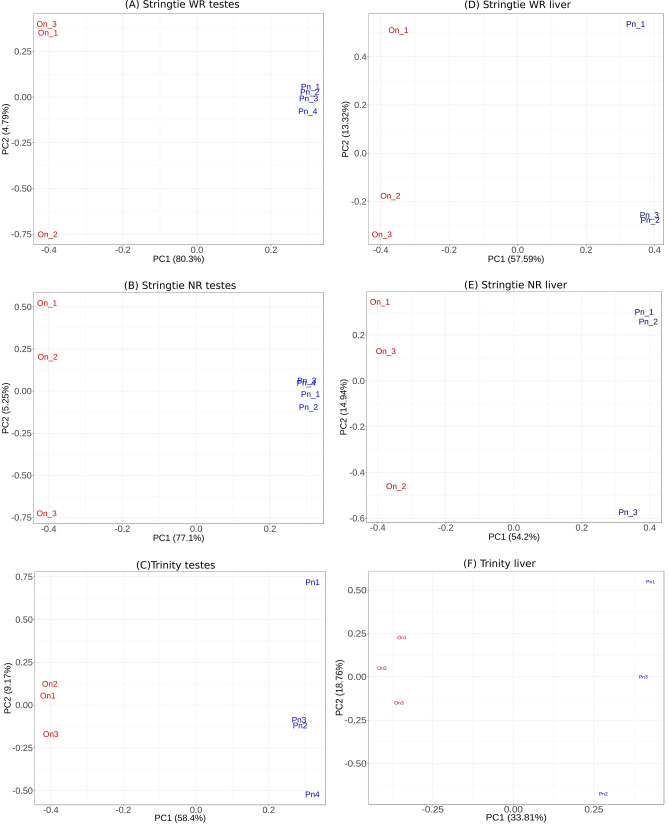
Principal component analysis. Plots for each tissue type and transcriptome assembly method of the samples separated based on FPKM values of orthologous transcripts. (**A**) Stringtie WR testes. (**B**) Stringtie NR testes. (**C**) Trinity testes. (**D**) Stringtie WR liver. (**E**) Stringtie NR liver. (**F**) Trinity liver. In both the tissues, for all the three assembly methods, the samples for two fishes separate over the first principal component and form separate clusters.

### Functional annotation of the species-specific transcripts

For annotation by Interproscan and blastp we used union of the transcripts identified by the three assembly methods, and not just the transcripts identified commonly by the three methods. Functional annotations of species-specific transcripts, for each tissue type and species showed broadly similar trends, mostly pertaining to cellular processes, metabolic processes, localisation and regulation of biological processes. Some annotations were also specific to a particular tissue type. Eight of the species-specific transcripts in the PN testes and fifteen of the species-specific transcripts in the ON testes were annotated with the GO term reproductive processes and reproduction, suggesting that the ON and PN reproductive systems have diverged (Supplementary Fig. 3).

### Identification of the novel transcripts derived from the noncoding regions

Further analysing the species-specific transcripts, we observed that a subset of them were transcribed from previously unannotated noncoding regions. 

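Strandless transcripts, taken here to stand for transcripts without an annotated model, were 8372 in ON liver and 18134 in PN liver. They cover all such transcripts of a species, not the species-specific ones alone, and leave out assembled spliced transcripts, which carry a strand. In ON, 5704 lay outside every stranded transcript and 2668 lay wholly inside one. In PN, 12750 lay outside and 5384 inside, and no strandless transcript overlapped a stranded one in part in either species. Strandless transcripts took 3.67% ± 0.72 (SD, n = 3) of the aligned bases in ON and 7.48% ± 0.73 (SD, n = 3) in PN, with every PN library above every ON library (two-sided exact permutation test, p = 0.10, n = 3 fish per species). The most abundant in ON, mRNA31675, lay on NC_031984.1 from 21867654 to 21867967 at an FPKM of 6805 ± 545 (SD, n = 3). The next, mRNA31676, lay on the same sequence from 21868877 to 21869278 at 5421 ± 62 (SD, n = 3). The third, mRNA37426, lay on NW_017614566.1 from 3938 to 4873, at an FPKM of 3952, 3755 and 5.65 in the 3 fish. In PN, mRNA20006 lay on NW_005187474.1 from 2901046 to 2901368 at 18975 ± 1675 (SD, n = 3), 259 bases from a stranded transcript. The transcript mRNA20307 lay inside a stranded transcript on NW_005187477.1 from 489058 to 489404 at 13576 ± 1355 (SD, n = 3). The PN transcript mRNA26993 lay on NW_005187535.1 from 105237 to 105643 at 10968 ± 2946 (SD, n = 3). The nearest stranded transcript was 3751 bases from mRNA31675, 2440 from mRNA31676, 712 from mRNA37426 and 1076 from mRNA26993. Over strandless transcripts outside stranded ones, on sequences that carry both, the median distance was 11663 bases in ON and 9539 in PN. Whether the named transcripts are parts of neighbouring genes was not tested. Among transcripts above 0, the median log2 FPKM of strandless minus stranded transcripts was 0.56 ± 0.05 (SD, n = 3) in ON and -0.17 ± 0.03 (SD, n = 3) in PN. Among transcripts with an FPKM of at least 1 in all 3 libraries it was -1.12 in ON and -0.92 in PN. With stranded transcripts summed over each locus of overlapping spans, a setting chosen after seeing the data, it was 0.087 in ON and -0.56 in PN. The lowest mean FPKM of a strandless transcript was 0.427 in ON and 0.461 in PN, and 44.6% and 30.1% of stranded transcripts lay below it. The paper calls unannotated noncoding regions that give rise to species-specific transcripts nORFs.

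**Figure D2:**
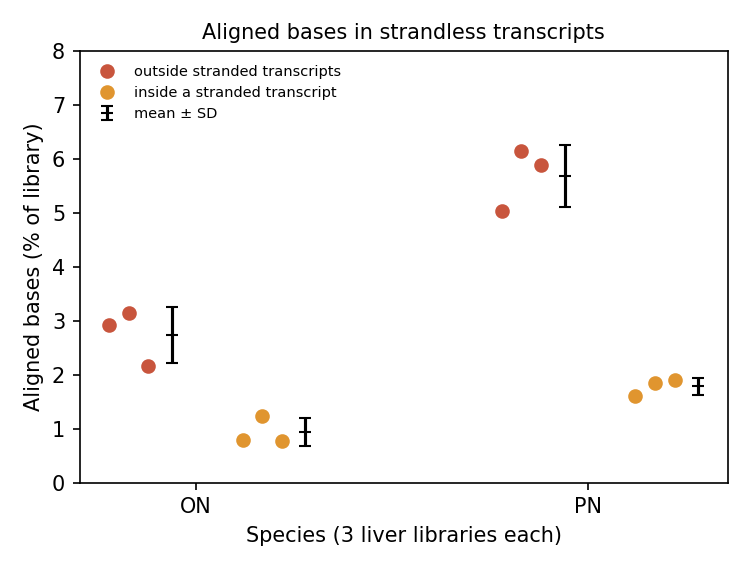
Percent of aligned bases in strandless transcripts (vertical axis) for each liver library of ON and PN, split by position outside or inside stranded transcripts, with the mean and SD of 3 libraries. The part outside runs from 2.16% to 3.15% in ON and from 5.04% to 6.15% in PN.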

We call these regions novel Open Reading Frames (nORFs). Of these subset, 100 nORF transcripts had evidence of translation identified using our mass spectrometry-based proteogenomic analysis. We observed that 8–24 and 5–25 number of nORF transcripts were transcribed and translated from intronic and intergenic regions respectively, found for each species and tissue type (Table 1). There was little overlap in the species-specific nORF translated products found by each method, with no overlap between Trinity and the Stringtie methods, two intronic and two intergenic species-specific liver ON translation products found by both Stringtie WR and Stringtie NR, six and two intergenic species-specific liver PN and testes ON translation products found using both Stringtie WR and Stringtie NR.

**Table 1:** Identification of novel ORFs.

	Intergenic	Intronic
*O. niloticus* testes	12	24
*O. niloticus* liver	12	14
*P. nyererei* testes	5	0
*P. nyererei* liver	25	8
	54	45

The number of unique intergenic and intronic novel species-specific translation products for each tissue and species.

Further investigation of these nORF translated products by InterProScan revealed that one intergenic product from PN testes was annotated with immunity related GO terms. Similarly one intergenic translated product, each from ON testes and PN liver, had immunoglobulin like fold and domain.

### Evolutionary analysis of nORF transcripts

In order to determine whether these 100 nORF transcripts, with direct evidence of translational evidence because of the presence of peptides—detected by mass-spectrometry analysis, evolved in a non-neutral manner we next calculated their substitution rates by calculating the genome-wide, base-wise conservation-acceleration (CONACC) scores using phyloP^34^. To do this, existing multiple whole genome alignments of the five cichlids provided by Brawand et al.^33^ was used. Of the 100 nORF transcript regions; we were able to map the scores for only 41 regions because of the variability in the two different ON assemblies and due to insufficient aligned data. As the ON assembly, ASM185804v2, used in our analysis was different than the one used in the whole genome alignments—Orenil1.1, few of the nORF regions were unmapped during assembly conversion. The regions with the mapped scores were further reduced as no CONACC score is assigned to a site; if there is insufficient data per site or gaps in the alignement (Table 2).

**Table 2:** Number of novel transcripts that were mapped between the ON’s two assembly versions and later with CONACC scores.

	Identified in our study (ASM185804v2/PunNye1.0)	On mapping to newer assembly (OreNil2/PunNye1.0)	Mapped with CONACC scores
ON novel intergenic	24	15	9
ON novel intronic	38	35	27
PN novel intergenic	30	30	0
PN novel intronic	8	8	5

CONACC scores were computed over all branches of the cichlid’s phylogeny, and used to detect the departure from neutrality in novel regions and also in the other known annotated features of the genome like CDS, 5′UTR, 3′UTR, introns, intergenes and ancient repeats (AR). The analysis of the cumulative distributions (Fig. 4A) of the phylop scores of ON’s known annotated features showed that the CDS regions (red line) were most conserved while the AR’s were least conserved. This is intuitive as the functional coding regions are expected to have more evolutionary constraints than the non-functional repeat regions. The distribution of CONACC scores of all the annotated features were significantly different than that of AR (Welch t-test, P-value < 0.05) (Fig. 4A).

**Figure 4:**
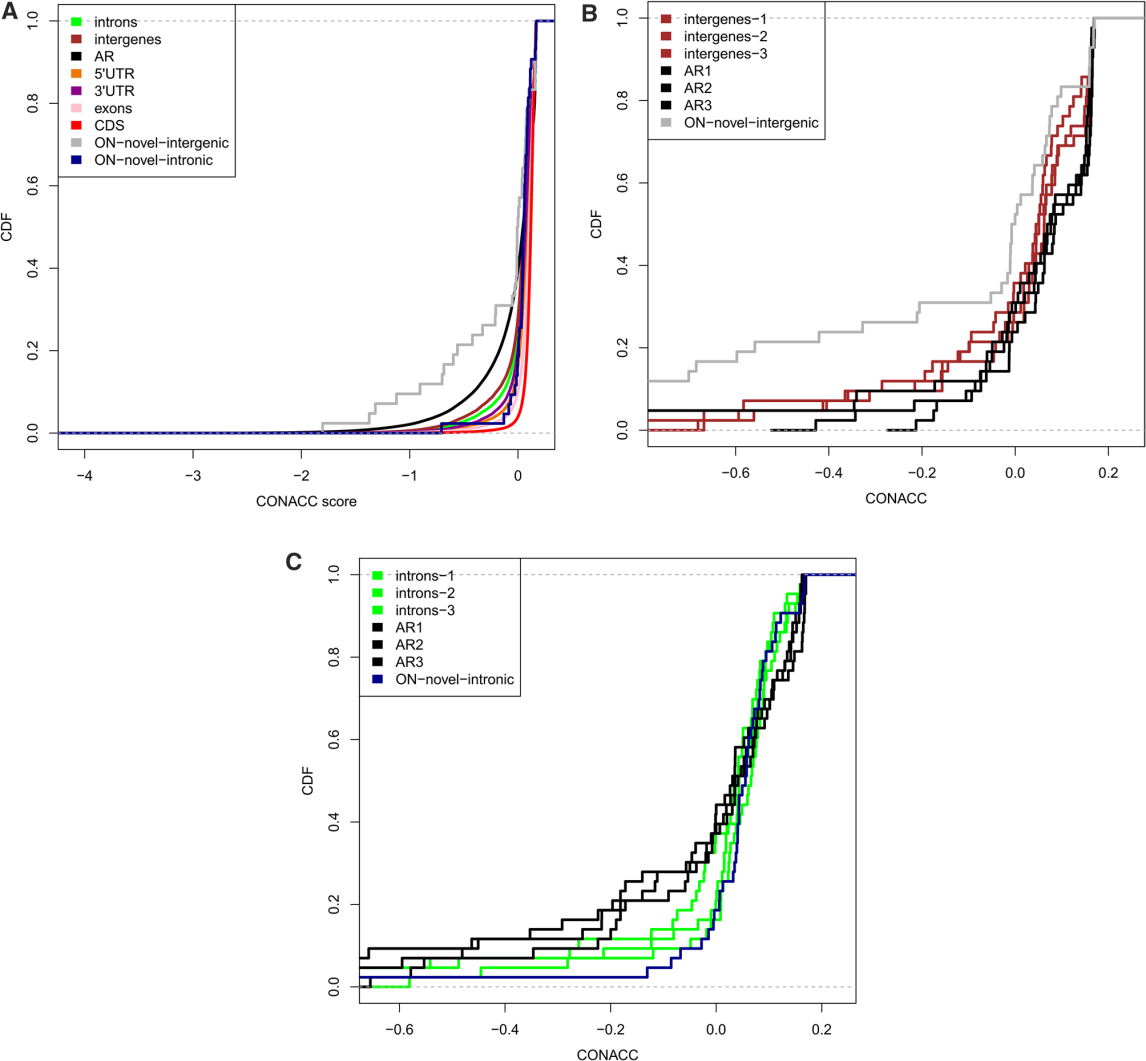
Distribution of conservation-acceleration (CONACC) scores calculated using phyloP over all-branch analysis including 5 cichlids for: (**A**) Different features of ON’s genome. *AR* ancestral repeats, *5′UTR* 5′ untranslated region, *3′UTR* 3′ untranslated region, *CDS* protein coding sequences. The distribution of CONACC scores for all the features is significantly different than that of AR (Welch t-test, P-value < 0.05) (**B**) Three sets respectively of randomly-picked, AR regions (black) and intergenic regions (brown), which are length-matched and are equal sample-sized to the novel intergenic regions. The distribution of CONACC scores of the randomized AR subsets were significantly different from that of novel intergenic regions for 7519/10,000 times. (**C**) Three sets respectively of randomly-picked, AR regions (black) and intronic regions (light green), which are length-matched and are equal sample-sized to the novel intronic regions. The distribution of CONACC scores of the randomized AR subsets were significantly different from that of novel intergenic regions for 2338/10,000 times.

Conservation scores were also mapped to the 9 ON novel intergenic and 27 ON’s novel intronic regions. As these novel regions are very few compared to the AR, we sampled 10,000 times, from all the AR regions, to randomly pick one length-matched AR per nORF transcript. The distribution of CONACC scores for these length-matched, equal sample-sized AR regions were significantly different (Welch t-test, p-value < 0.05) than the novel intergenic regions (Fig. 4B) for 7519/10,000 times; and only 2338/10,000 times for the novel intronic regions (Fig. 4C).

Compared to AR, the 9 novel-intergenic regions in ON showed a shift towards more accelerated CONACC scores (gray line in the graph), whereas the 27 novel-intronic regions showed a non-neutral substitution rate with shift towards more conserved CONACC scores (blue line in the graph). This indicates that these regions which are varied in all the cichlids, might contribute to the phenotypic variation in ON.

### Phylogenetic divergence time scale analysis of ON and PN

To check whether these accelerated nORF genomic regions can reveal the actual divergence time between ON and PN species and perhaps give us a clue to the speciation process we carried out Bayesian Evolutionary Analysis Sampling Trees model (BEAST)^35^, which was run on BEAST v1.10.4^55^. A strict molecular clock was set, to allow for the most reliable comparison between trees based of nORFs sequences. The molecular clock was time calibrated with a fossil time constraint. The constraint was set as a lognormal prior distribution with a mean in real space of 45.5 million years ago (MYA) and a standard deviation of 0.5 MYA for all the entire group of cichlids. This time calibration was based on cichlid fossils estimated to be 45 million years old^56^. The fossil was recovered from Mahenge in the Singida region of Tanzania. The reason why we chose this fossil estimate is because according to Murray^56^ not only are the Mahenge cichlids the oldest known species but, as a potential flock, they are the oldest record of any kind of species flock formation in the Cichlidae. Other fossil cichlids from an Oligocene lake in Saudi Arabia were considered as belonging to several different lineages and, therefore, do not constitute a species flock. The Mahenge cichlids, therefore, provide the first fossil evidence to indicate that the ability of the cichlids to form species flocks arose prior to 40 Myr ago. The substitution rate was fixed to allow better comparison between trees.

We carried out ten phylogenetic trees analysis based on bayesian inference to assess whether these nine nORFs showed recent divergence (Table 3 and Fig. 5). In addition to the nine nORFs we used two control genes that would have arisen before the divergence. They were, the DNA methyltransferase 1 gene (DNMT1) which encodes for DNA (cytosine-5)-methyltransferase 1 enzyme, which is essential for DNA cytosine methylation and therefore would act as a housekeeping gene, and an ancestral repeat as they are highly conserved between the different fish species and would be expected to have a low mutation level.

**Table 3:** The relative divergence time between *O. niloticus* and *P. nyererei*, along with the deviation from the Neutral Model that was calculated using CONACC Scores, which tissues these nORF’s where found in, what pipeline was used to assemble the transcripts and whether these nORFs shared any domains with known proteins.

Sequence	Relative divergence time (MYA)	CONACC score	Tissue	Transcript assembly pipeline	InterPro scan
DNMT1	52.22	0.0000	NA	NA	NA
(AR) LG18:20803645-20804072	104.58	0.1055	NA	NA	–
LG5:36477108-36477531	154.82	0.0638	Liver	Trinity	–
LG2:4126626-4126944	160.26	0.0368	Testes	Trinity	–
LG6:20251315-20251636	233.87	− 0.0302	Testes	Trinity	–
LG17:13477145-13481614	37.98	− 0.03523	Testes	Trinity	–
LG5:21555805-21556303	31.07	0.0862	Testes	Stringtie NR	–
LG15:24005494-24006333	9.6	0.0284	Liver	Trinity	–
UNK275:21277-21517	2.97	− 0.0003	Liver	Stringtie NR	–
UNK219:32598-35307	182.04	0.0845	Testes	Stringtie NR	FGFR1 ONCOGENE PARTNER/LISH DOMAIN-CONTAINING PROTEIN

These nORFs were identified in the intergenic region of *O. niloticus.*

**Figure 5:**
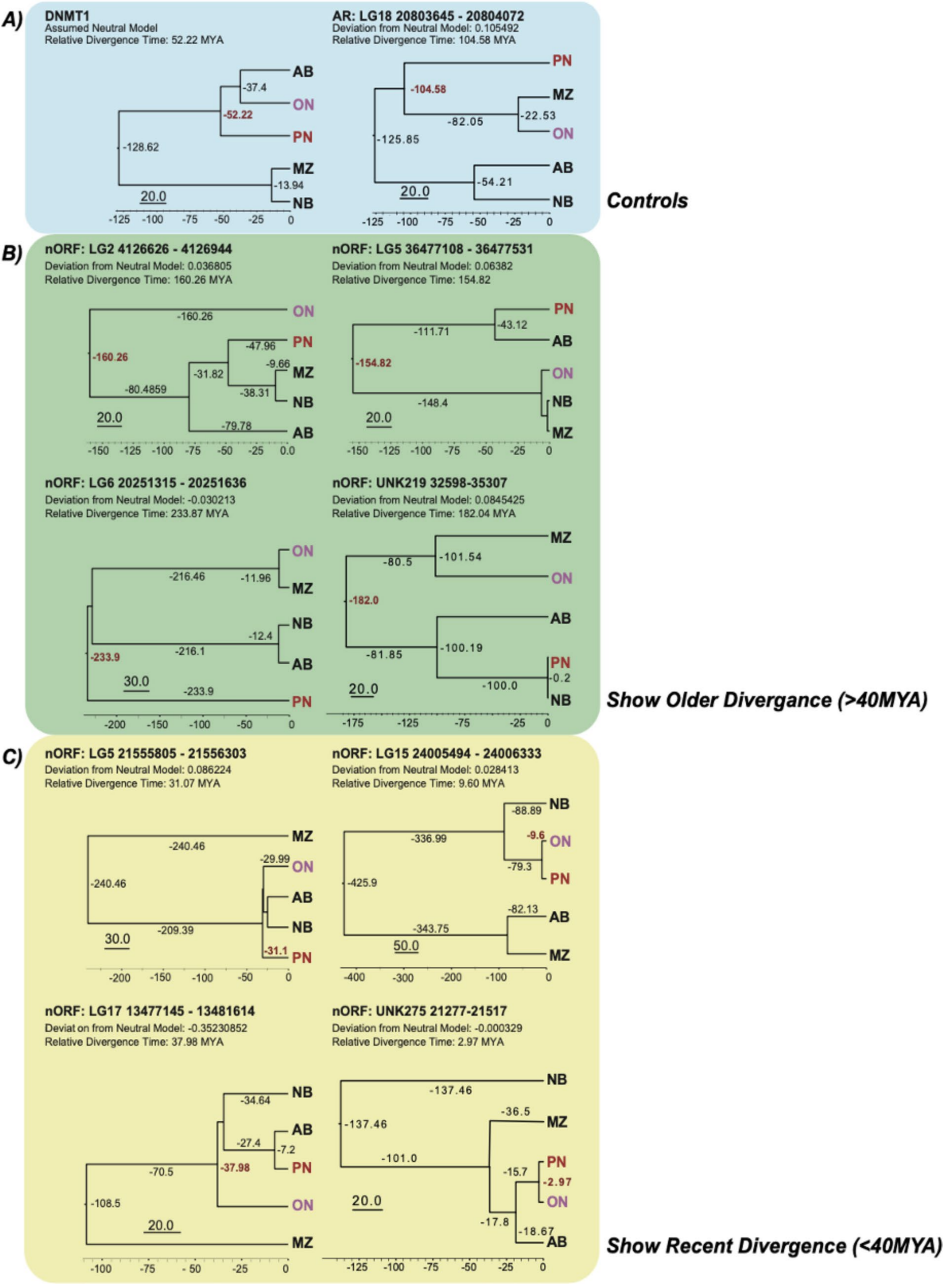
Phylogenetic trees based on nORF sequences that were time-calibrated using fossil priors and substitution rate. These trees were constructed using BEAST v1.10.4. The DNMT1 gene and AR (ancestral repeat) were used as controls. The nORF’s selected had been shown to deviate from the Neutral Model. For each tree we show the degree of deviation from the Neutral Model, along with the relative divergence time between PNi and ON, that was calculated based on that particular sequence and deviation from the Neutral Model (which was set at 1). (**A**) DNMT1 and ancestral repeat sequence divergence used as controls. (**B**) Four nORFs that showed divergence prior to 40 MYA. (**C**) Four nORFs that showed divergence earlier than 40 MYA.

The coordinates of these nine nORFs were entered into the Cambridge Cichlid Genome browser using ON (Broad OreNil1.1/OreNil2 assembly) as the reference point. This tool was used to extract the orthologous sequences for the other four cichlid species including PN, using the 8-way comparative genomic track setting option. The sequences for the DNMT1 gene were all extracted manually from the National Center for Biotechnology Information (NCBI) database for each species. The relative divergence time of the nORFs and the controls between the two cichlid fishes ON and PN was calculated based on bayesian inference analysis.

The phylogenetic trees were constructed using five cichlid species with genomes that were published in the Brawand et al.^33^ and we just focus on the divergence of the selected genome coordinates (as discussed in the “Materials and methods” section). The phylogenetic trees showed 52.22 and 104.58 MYA divergence for DNMT1 and the ancestral repeat respectively (Fig. 5A), which is greater than the Mahange cichlids fossil’s age. Two of the nine nORFs were actually the same nORF, which is found in the UNK219 32,598–35,307 region and therefore only one phylogenetic tree was constructed for this nORF, as it was identified twice. The four nORF phylogenetic trees shown in Fig. 5B, show divergence greater than 40 million years, which is more than the age of the Mahenge fossils; therefore, these nORFs are likely to not contribute to the speciation of cichlids. Figure 5C, shows the remaining four nORFs that exhibit a recent relative divergence time. These four nORFs show relative divergence times between ON and PN that vary from 3 to 38 million years ago. We postulate that these nORFs might play a role in the adaptation of these cichlids which allows them to undergo adaptive radiation.

## Discussion

Despite the differences caused by different transcriptome assembly methods, some biological results were found independent of the method used. Transcript and protein expression levels had not diverged in the liver and testes, despite known differences in the diets of ON and PN, which we expected to affect liver gene expression. However, the presence of species-specific transcripts in testes indicate that the testes’ transcriptome is undergoing rapid change during the evolutionary process. Eight of the species-specific transcripts in the PN testes and fifteen of the species-specific transcripts in the ON testes were annotated with the GO term reproductive processes and reproduction, suggesting that the ON and PN reproductive systems have diverged (Supplementary Fig. 3).

There are such similar observations made for other taxa too. For example, Jagadeeshan et al.^57^ found more non-synonymous substitution in testes-expressed genes of Drosophila than in genes expressed in the ovaries and head tissues. Similarly, Voolstra et al.^58^ found greater expression divergence in the testes compared to the brain, liver and kidneys when comparing mouse species and Khaitovich et al.^59^ had similar findings with regards to humans and chimpanzees. Jagadeeshan et al.^57^ hypothesised that the greater divergence in sex traits than non-sex traits in Drosophila may relate to the establishment of reproductive isolation (RI) during speciation. This is, however, unlikely to be the case in cichlids as there is little post-zygotic RI in closely rated cichlid species, with pre-mating RI predominating^60^. The divergence in testes gene expression could alternatively relate to sperm competition between males, a phenomenon which is common in polygynous species with maternal care of the young and which is intensified by mouth brooding, a trait which is common to both species^61,62^. Differences in the response to sperm competition in the two species could account for the differences in testes gene expression. Some of the differences in testes gene expression could also relate to changes in sex determination systems. Sex determination is a labile trait within the cichlids and the downstream mechanisms for sex determination are less conserved in the cichlids than in other taxa^63^. As the downstream pathways are expressed in the gonads this may contribute to the species-specific expression of transcripts in testes’ of ON and PN. Indeed the question of the interaction and of the relative importance of natural and sexual selection in the adaptive radiations of cichlid fishes remains unanswered^39^. However, Wagner et al.^64^ claim that extrinsic environmental factors related to ecological opportunity and intrinsic lineage-specific traits related to sexual selection both strongly influence whether cichlids radiate.

The proteogenomic analysis that we performed by integrating the transcriptomic and proteomic data from liver and testes tissues of ON and PN demonstrated the existence and expression of nORFs from the intergenic and intronic regions that were not previously observed. Further investigation of these nORF translated products by InterProScan revealed that one intergenic product from PN testes was annotated with immunity related GO terms. Similarly one intergenic translated product, each from ON testes and PN liver, had immunoglobulin like fold and domain. Because it was not possible to assess the functional role of these newly diverged nORF regions, we performed evolutionary and phylogenetic analysis of these nORFs (Tables 2 and 3 and Figs. 4 and 5) with statistical validation, which revealed that some nORFs emerge from the ‘accelerated’ regions of the genomes. More importantly, four of the eight nORFs that emerged from the ‘accelerated’ regions of ON indicated a recent divergence time of 3–38 million years from PN. Brawand et al.^33^ assessed that ON and PN diverged approximately in the same time scale. We believe that the similarity in time scales may not be a fortuitous coincidence.

Our results indicate that it is possible to partially explain the rapid speciation of cichlids fishes in general if we systematically explore, identify and analyse nORF regions in every species. As a limitation of this study we are indeed aware that phylogenetic trees for groups of closely related species often have different topologies, depending on the genes (or genomic regions) used^65^.

The translated products from these nORFs may not have yet evolved functions leading to their fixation. Perhaps, they are still being ‘tinkered’ with the potential to optimize, or perhaps even change. The emergence of these nORFs is intriguing and we postulate that they might evolve into functional genes contributing to the speciation of the cichlids fishes. Therefore, this study supports the hypothesis that de novo emergence may be the dominant mechanism of novel gene emergence and perhaps they may contribute to increased fitness, as they can become essential. This study also suggests that population biodiversity can be brought about by rapid evolution of intergenic genomic regions.

Organisms that undergo extensive speciation with diverse phenotypic variation, such as the cichlids, must have highly ‘evolvable’ genomes—especially genomes that are more evolvable in the noncoding regions than in the coding regions because all the known proteins eventually tend to get fixed over geological time-scales. We have presented evidence that shows the presence of evolutionary-accelerated regions in certain noncoding regions that exhibit coding potential and suggest that this may be a potential cause of speciation. One study has demonstrated that some noncanonical proteins evolve neutrally, and that can at some point they acquire new functions^28^. Another study has demonstrated that nORFs pervasively emerge from noncoding regions but are rapidly lost again, while only a relatively few are retained much longer^29^. We believe we have answered the central question that we set out to answer—whether nORFs can emerge from intergenic regions. Our study also provides evidence for the correlation of nORF emergence and speciation and divergence of ON and PN, systematic investigation of which may reveal more clues in future studies. But the most important question as to whether transcription emerged first or whether nORFs emerged first from intergenic regions remains to be answered.

## Materials and methods

### Total RNA extraction from liver tissues and sequencing

Approximately 5–10 mg of fresh liver tissue from tank-reared *P. nyererei* (generation 1; Lake Victoria) and *O. niloticus* (generation ~ 93; Manzala, Egypt) specimens, snap-frozen upon dissection, was homogenised and used for RNA extraction. Total RNA was isolated using TRIzol (ThermoFisher) and then treated with DNase (TURBO DNase, ThermoFisher) to remove any DNA contamination. Quality and quantity of total RNA extracts were determined using NanoDrop spectrophotometer (ThermoFisher), Qubit (ThermoFisher) and BioAnalyser (Agilent). Following ribosomal RNA depletion (RiboZero, Illumina), stranded rRNA-depleted RNA libraries (Illumina) were prepped and sequenced (paired-end 75 bp-long reads) on HiSeq2500 V4 (Illumina) by and at the Sanger Sequencing Facility.

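In ON liver, 2 mitochondrial rRNA genes were measured after depletion. The gene of 1699 bases had an FPKM of 20889, 14849 and 13547 in the 3 fish, and the gene of 944 bases had 7799, 1919 and 2151. Together they took 3.16% ± 0.98 (SD, n = 3) of the aligned bases. The FPKM of the longer gene was 2.68, 7.74 and 6.30 times that of the shorter gene. The names come from a gene table of the assembly O_niloticus_UMD_NMBU, whose 37 mitochondrial genes have the same start and end as 37 of the 38 transcripts on the ON mitochondrial sequence. Mitochondrial transcripts of PN and nuclear rRNA were not analysed here.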

On average, 11.82 ± 0.42 Mio paired-end reads were generated for ON and PN liver samples.

### Extraction of ON and PN total cell proteome

Liver samples from the same ON and PN fishes that were used for RNA extraction were used for the mass-spectrometry analysis as well. A new set of ON and PN fishes were used to obtain testes samples. To extract the total cellular proteome, ~ 5 mg of tissue were lysed in buffer (6 M Urea, 2 M Thiourea, 4% CHAPS, 5 mM Magnesium Acetate, 30 mM Tris pH 8.0), and 15 μg protein in 5× Laemmli buffer with 5% b-mercaptoethanol was loaded on Mini-PROTEAN TGX Precast Gels (BioRad). Gel lanes were cut into three sections for peptide extraction. Gel sections were cut into 1–2 mm cubes, washed with 50% Acetonitrile and 100 mM Ammonium bicarbonate solution until blue stain is washed. Gel pieces were treated with 100% Acetonitrile, and then reduced with 10 mM DTT in 100 mM Ammonium bicarbonate for reduction at 56 °C for 1 h, and alkylated with 55 mM Iodoacetamide in 100 mM Ammonium bicarbonate in dark for 45 min at room temperature. Gel pieces were washed with 100 mM Ammonium bicarbonate, and then treated with 50% Acetonitrile followed by 100% Acetonitrile. Subsequently, gel pieces were treated with diluted trypsin (5 ng/μl) enzyme, overnight at 37 °C. Peptides were extracted, dried, and dissolved in 3% Acetonitrile with 0.1% Formic Acid. A total of 36 total samples (2 fishes × 2 tissues × 3 biological replicates × 3 bands = 36) were analyzed by mass-spectrometry.

### Mass spectrometry analysis of the cichlids proteome

All LC–MS/MS experiments were performed using a Dionex Ultimate 3000 RSLC nanoUPLC (Thermo Fisher Scientific Inc, Waltham, MA, USA) system and a Q Exactive Orbitrap mass spectrometer (Thermo Fisher Scientific Inc, Waltham, MA, USA). Separation of peptides was performed by reverse-phase chromatography at a flow rate of 300 nL/min and a Thermo Scientific reverse-phase nano Easy-spray column (Thermo Scientific PepMap C18, 2 microm particle size, 100 A pore size, 75microm i.d. × 50 cm length). Peptides were loaded onto a pre-column (Thermo Scientific PepMap 100 C18, 5 microm particle size, 100 A pore size, 300 microm i.d. × 5 mm length) from the Ultimate 3000 autosampler with 0.1% formic acid for 3 min at a flow rate of 10 μL/min. After this period, the column valve was switched to allow elution of peptides from the pre-column onto the analytical column. Solvent A was water + 0.1% formic acid and solvent B was 80% acetonitrile, 20% water + 0.1% formic acid. The linear gradient employed was 2–40% B in 30 min.

The LC elutant was sprayed into the mass spectrometer by means of an Easy-Spray source (Thermo Fisher Scientific Inc.). All m/z values of eluting ions were measured in an Orbitrap mass analyzer, set at a resolution of 70,000 and was scanned between m/z 380–1500. Data dependent scans (Top 20) were employed to automatically isolate and generate fragment ions by higher energy collisional dissociation (HCD, NCE:25%) in the HCD collision cell and measurement of the resulting fragment ions was performed in the Orbitrap analyser, set at a resolution of 17,500. Singly charged ions and ions with unassigned charge states were excluded from being selected for MS/MS and a dynamic exclusion window of 20 s was employed.

### Proteogenomic workflow to investigate evidence of translation

The 36 Thermo mass spectrometry raw files were submitted to be searched against the respective per-fish, tissue-assembled transcriptome databases (for example liver Stringtie WR-assembled, liver Stringtie NR-assembled, liver de novo Trinity-assembled) in six frames utilizing Proteome Discoverer v2.1 and Mascot 2.6. The spectra identification was performed with the following parameters: MS/MS mass tolerance was set to 0.8 Da, and the peptide mass tolerance set to 10 ppm. The enzyme specificity was set to trypsin, and two missed cleavages were tolerated. Carbamidomethylation of cysteine was set as a fixed modification, whilst variable modifications consisted of: oxidation of methionine, phosphorylation of serine, threonine and tyrosine, and deamidation of asparagine and glutamine. High confidence peptide identifications were determined using the Percolator node, where false discovery rate estimation (FDR) < 0.01 was used. A minimum of two high confidence peptides per protein was required for identification.

### RNA-seq simulation experiment

An RNA-sequencing experiment was simulated to assess the precision and sensitivity of de novo and reference-based transcriptome assembly methods^66^ and therefore to decide which methods to use for transcriptome assembly. Reads were simulated from the *O. niloticus* and *P. nyererei* reference annotation transcripts using Polyester v1.14.1 to produce three replicates of approximately 25 million 75 bp paired-end simulated reads for each species. The reads were simulated without sequencing errors and with uniform transcript expression levels.

### Comparison of methods for RNA-seq read alignment

Total RNA-seq read sequences from *O. niloticus* and *P. nyererei* testes tissues were obtained from Brawand et al.^33^ and total RNA-seq read sequences for liver tissues were generated for this study (see above). These reads were quality-checked using FastQC v0.11.5. It was thought that the RNA-seq reads might align better to the genome of *M. zebra*, a closely related species, than to the *O. niloticus* and *P. nyererei* genomes, as the *M. zebra* genome has few gaps and mis-assemblies^67^. The alignment rates of the RNA-seq reads to the *M. zebra* genome and to the species’ respective genomes were therefore compared. For this step, mapping was performed using HISAT2 2.1.0. The alignment rates of the RNAseq reads to their respective genomes using two different alignment methods: HISAT2 2.1.0 and TopHat 2.1.0^68^ was also compared to assess which method should be used for alignment. The read sequences from *O. niloticus* and *P. nyererei* were mapped to the reference assemblies ASM185804v2 and PunNye1.0, respectively.

### Comparison of methods for transcriptome assembly

Simulated reads were aligned to their respective genomes using HISAT2 2.1.0^69^ and were assembled using four reference-based assembly methods and Trinity v2.0.6^70^, a de novo transcriptome assembly method. The four reference-based methods were Stringtie v1.3.3 with the reference annotation (Stringtie WR), Stringtie v1.3.3 without the reference annotation (Stringtie NR)^69^, Cufflinks 2.2.1 with reference-annotation based-transcriptome assembly (Cufflinks WR)^71^ and Cufflinks 2.2.1 without reference annotation based-transcriptome assembly (Cufflinks NR)^72^. The Trinity-assembled transcriptomes were mapped to their respective genomes using GMAP version 2017-11-15^73^ to provide genomic coordinates of the transcripts for comparison to the reference Annotations.

The precision and sensitivity of the simulated transcriptomes produced using different transcriptome assembly methods were assessed by comparison to the reference annotations. 10 × 10,000 transcripts were randomly sampled with replacement from each simulated transcriptome. These were mapped against the reference transcriptomes from which the reads were derived using GFFcompare v0.10.1 to obtain estimates for the precision and sensitivity of each assembly method at the transcript level. Raw sensitivity values were multiplied by transcriptome size/1000 to account for the loss of sensitivity produced by using a subset of the data.

### RNA-Seq read alignment and assembly

Based on the results of the simulation study, the RNA-Seq reads were assembled using Stringtie WR, Stringtie NR and Trinity. The HISAT2-aligned reads were assembled using Stringtie WR and Stringtie NR. For the reference-based assembly methods, the transcriptomes assembled for each biological replicate were merged using the Stringtie merge utility to produce one transcriptome per method per tissue per species. The Trinity assembled transcriptomes were mapped to their respective genomes using GMAP version 2017-11-15 to provide the genomic coordinates of the transcripts. This was required in order to compare the transcripts found using different methods.

### Transcriptome processing and database production

The assembled transcriptomes were processed prior to data analysis and transcriptome database production. Unexpressed transcripts derived from the reference annotations were present in the Stringtie WR transcriptomes. 

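An FPKM of 0 in all 3 libraries was listed for 263 ON and 79 PN liver transcripts, and all of these were stranded. Among stranded transcripts, 21913 of 33084 in ON and 21079 of 27832 in PN were above 0 in every library of the species. Among strandless transcripts the numbers were 6331 of 8372 in ON and 15757 of 18134 in PN. An FPKM of at least 1 in at least 1 library was reached by 8368 of the 8372 strandless transcripts in ON and by 18126 of 18134 in PN. For stranded transcripts it was reached by 16593 of 33084 and 18428 of 27832. No strandless transcript had a mean FPKM under 0.427 in ON or 0.461 in PN. The paper reports that the reference annotation brought transcripts without expression into the assembled sets, and that a filter removed them. The transcripts listed here match in number those of Fig. 2A, counted after filtering, yet some at 0 remain. How far that filter acted on this set is not known. Strandless transcripts, taken to lack an annotated model, would be listed only where assembled from reads. These numbers can therefore reflect how each class came to be listed, and they do not rank the classes by expression.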

The Stringtie-assembled transcriptomes were therefore filtered to remove unexpressed and duplicated transcripts. At some loci, Stringtie produced a large number of very similar transcripts. 

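Stranded transcripts with overlapping spans on one strand were joined into 23392 loci in ON liver and 20142 in PN liver. Of these, 6988 loci in ON and 5917 in PN held 2 or more transcripts, and 22 and 5 loci held 10 or more. The 41456 and 45966 transcripts listed match the numbers in Fig. 2A, which the paper gives after filtering. Whether similar transcripts had already been merged in this set was not determined. The loci therefore do not show how many similar transcripts were present before that step. The locus with the most transcripts held 36 in ON, on NC_031966.1 from 21360435 to 21647162, and 12 in PN, on NW_005187410.1 from 1811309 to 1922355. In ON, mRNA23083 was at 28866 in one fish and listed at 0 in the others, while mRNA23082, which overlaps it on NC_031978.1 from 17359775 to 17387401, was at 80043, 25699 and 47236. Summed over the pair the FPKM was 108909, 25699 and 47236, so the fish differed more in the sum than in mRNA23082 alone. In PN, mRNA30554 on NW_005187583.1 from 123521 to 125642 was at 27917 ± 7429 (SD, n = 3), and the sum of its locus was 28506 ± 7185 (SD, n = 3). Both loci were chosen after their values were seen, as those of the most abundant stranded transcript of each species. Of the stranded transcripts in loci of 2 or more that reached an FPKM of 1, 13.9% in ON and 13.3% in PN were listed at 0 in another library. Spearman's rho between 2 replicates ran from 0.78 to 0.81 across stranded transcripts and from 0.89 to 0.92 across loci in ON. In PN it ran from 0.82 to 0.85 across stranded transcripts and from 0.91 to 0.94 across loci. These are correlations across transcripts of pairs of libraries, and transcripts are not independent replicates.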

To reduce the number of highly similar transcripts in Stringtie-assembled loci, the Stringtie transcripts were k-means clustered within each locus and transcripts within each cluster were merged. Clustering was performed using Ballgown v2.10.0^69^ and transcripts were merged by taking the union of the exon coordinates of the individual transcripts. The minimum number of clusters was used at each locus such that at least 90% of the within-locus transcript variation was retained. The processed Stringtie transcriptomes were converted to fasta format using GFFread v0.9.9 for in silico translation, for use in ortholog identification and to provide transcriptome databases for the proteomics pipeline. The Trinity-assembled transcriptomes also required processing to remove poorly supported contigs. The quality of the Trinity-assembled transcriptomes and individual transcripts within these was assessed using Transrate v1.0.3^74^ and BUSCOv3^75^. Transrate produces an overall assembly score based on the proportion of reads that provide support for the assembly and the individual contig scores. Contig scores depend on the level of read support for individual contigs. Two Transrate score thresholds were used to remove low-quality transcripts from the assemblies. A variable threshold was used to produce transcriptomes with optimal Transrate scores, referred to as strongly filtered transcriptomes. A lower threshold of 0.01 was also used to produce the weakly filtered transcriptomes. BUSCO v3 was used before and after filtering by Transrate score to assess the completeness of transcriptomes. This was done by testing for the presence of single copy orthologs that are universal within the metazoa.

### Ortholog identification

Pairs of orthologous transcripts between the two species for each method and tissue type were identified using the reciprocal best hits (RBH) method for use in PCA and differential expression analysis. The ON transcript sequences for each tissue type and method were mapped to their respective PN transcriptomes and vice versa using blastn v2.7.1+^54^. Transcript pairs that were each other’s’ highest scoring match were identified as orthologs.

### Species-specific transcript identification

To identify transcripts that were only expressed in one species or the other, assembled transcripts from ON were compared to those from PN and vice versa using blastn v2.7.1+ Transcripts were classed as species-specific if they did not have a match in the opposing species with at least 80% identity.

### Identification of novel species specific translation products

Species-specific transcripts were compared to the reference annotations for their respective species using GFFcompare v0.10.1 to identify species-specific intergenic and intronic transcripts. If these transcripts had evidence of translation then the resulting translation products were classed as species-specific novel translation products.

### Principal component analysis

Principal component analysis (PCA) was performed in R to separate samples based on the expression of orthologous transcripts. For Stringtie WR and NR expression values were in fragments per kilobase of transcript per million mapped reads (FPKM) and for Trinity expression values were count data for equivalent orthologous transcript sections (explained in more detail below). PCA was also used to separate samples based on the expression values of orthologous proteins.

### Differential transcript expression analysis

Differential expression analysis was carried out to compare the expression levels of orthologous transcripts between species and to ascertain whether expression levels had diverged more in the liver or in the testes.

Differential expression analysis for Stringtie-assembled transcriptomes was performed using a custom R script based on the Ballgown Bioconductor package. Sample FPKM values were log_2_ transformed and normalised for library size using a 75th percentile normalisation. Linear models were constructed for each pair of orthologous transcripts to predict expression levels either including or excluding species as a predictor variable. The abilities of the two models to explain the normalised expression values were compared using F-tests, with Benjamini–Hochberg multiple testing correction. Expression levels were compared between species for both liver and testes.

For Trinity differential expression analysis, orthologous pairs of transcripts were truncated to remove non-corresponding transcript sections based on the blastn mapping of orthologous transcripts to each other. This was done to account for the large differences in length found between some orthologous transcript pairs. Counts for the truncated transcripts were estimated using RSEM v1.2.31^76^. RSEM generated counts for Trinity assembled transcripts were converted to FPKMs required for downstream assembly by Ballgown, using ‘ballgownrsem’ function.

### Gene ontology annotation

GO annotation was used to assign putative biological functions to the DE transcripts and species-specific transcripts. Amino acid sequences for these proteins were predicted from the longest open reading frames of their transcripts using Virtual Ribosome v2.0^77^. The amino acid sequences were analysed using InterProScan 67.0 to identify families, domains and important sites and assign GO annotations^78^. GO annotations were visualised with Blast2GO v5.0^79^.

### Comparison of transcriptome assembly methods

For each stage of the data analysis the results found using each of Stringtie WR, Stringtie NR and Trinity were compared to find the overlap in the transcripts identified as differentially expressed or species specific. The Trinity assembled transcriptomes were mapped to their respective genomes using GMAP version 2017-11-15 to provide the genomic coordinates of the transcripts. The matching transcripts present in the transcriptomes assembled using each of the three methods were identified using GFFcompare v0.10.1.

### Substitution rate calculations using phyloP

phyloP from Phylogenetic Analysis with Space/Time Models (PHAST) v1.5 package, was used to identify the genomic sequences that evolve with a rate different than that expected at neutral drift^34,80^. First, a neutral substitution model was constructed using phyloFit in PHAST by fitting a time reversible substitution ‘REV’ model on the phylogeny obtained from four-fold degenerate (4D) sites (Supplementary Fig. 4). The tree was generated using the online version of iTOLv5^81^. This phylogeny has topology and branch lengths similar to the subtree similarly constructed by Brawand et al. using 4D sites from alignment of 9 teleost genomes (which includes the 5 cichlids genomes that we have used)^33^ The 4D sites were extracted using msa_view from PHAST based on ON’s protein coding sequences. The five-way whole genome alignment of *O. niloticus*, *N. brichardi*, *A. burtoni*, *M. zebra* and *P. nyererei* genomes and ON’s annotation file provided by Brawand et al.^33^ was used in this analysis.

phyloP was then applied using the likelihood ratio test (LRT) method and an ‘all branches’ test to predict conservation-acceleration (CONACC) score for every site in the whole genome alignment. The output of phylop was stored in fixed-step wig format. The wig files were then converted into bed format for further analysis using wig2bed function in BEDOPS v2.4.35^82^. The calculated score was then mapped on the ON’s different annotation features like CDS, exons, introns, 5′UTR, 3′UTR, intergenes, ancestral repeats (AR) and novel regions using bedmap and bedops functions from BEDOPS. We compared the distributions of CONACC scores for different features and compared them using Welch t-test in R v3.6.0. As the number of novel regions were very few compared to AR; sampling from AR regions was done 10,000 times, to pick per novel region; an AR which was equi-sized to the novel transcript.

Before predicting the scores, the five-way whole genome multiple alignments (mafs) were first filtered using mafFilter^83^ to discard blocks which have sequences less than five and to remove gap only columns from the blocks. The filtered mafs were then sorted using ‘maf-sort.sh’ script from LAST (https://github.com/UCSantaCruzComputationalGenomicsLab/last.git)^84^.

Broad annotations for CDS, exons, introns and UTRs of ON were downloaded in BED format from Cambridge cichlid browser (http://em-x1.gurdon.cam.ac.uk/cgi-bin/hgTables?hgsid=21982&clade=vertebrate&org=O.+niloticus&db=on11&hgta_group=genes&hgta_track=rmsk&hgta_table=0&hgta_regionType=genome&position=LG2%3A1959784-2269783&hgta_outputType=bed&hgta_outFileName =). Intergenic regions were assumed to be the regions that are not annotated in the whole genome and were identified by using bedtools complement (-i WholeGene.bed -g file_having_chromosome_sizes)^85^. Ancestral repeats (ARs) were defined to be repeat masked sequences from ON that are also conserved in teleosts. The AR regions were downloaded from cichlid genome browser by taking an intersection (having at least 80% overlap) between repeat masked regions from ON and 8-way cichlids multiple alignments (On_Mz_Pn_Ab_Nb_oryLat2_gasAcu1_danRer7_maf). The annotation for all these features were downloaded for the O. niloticus assembly: Broad oreNil1.1/oreNil2.

### Divergence time calculation

Divergence time between *O. niloticus* and *P. nyererei* based on the nORF regions was carried out by using the Bayesian Evolutionary Analysis Sampling Trees model (BEAST)^35^, which was run on BEAST v1.10.4^55^. The settings used in the programme were based on those used by Meyer et al.^86^ and are as follows. Sequence evolution was taken to follow the HKY model^87^ and the species-tree prior was set to the Yule speciation process^88^ (Yule 1925). Empirical base frequencies were used and no site heterogeneity was assumed. A strict molecular clock was set, to allow for the most reliable comparison between trees based of nORFs sequences. The sequences were extracted from the Cambridge Cichlid Genome browser by specifying the nORF and AR sequence coordinates in *O. niloticus* (Broad OreNil1.1/OreNil2 assembly), and extracting the orthologous sequence of the other Cichlid species using the 8-way comparative genomic track option. The DNMT1 gene sequence was extracted manually from NCBI for all the species. The molecular clock was time calibrated with a fossil time constraint. The constraint was set as a lognormal prior distribution with a mean in real space of 45.5 million years ago (MYA) and a standard deviation of 0.5 MYA. This time calibration was based on cichlid fossils estimated to be 45 million years old^56^. The substitution rate was fixed to allow better comparison between trees. The neutral model was set at 1 and any deviation from this was taken into account while building the trees. A chain length of 10 million Markov Chain Monte Carlo (MCMC) was used to construct each tree.

## Supplementary Information

Supplementary Information.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019072. RNAseq data can be downloaded from GEO: GSE150744 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150744.

# Supplementary material for: Evolutionary divergence of novel open reading frames in cichlids speciation
**Source:** Sci Rep. 2020 Dec 9;10:21570. doi: 10.1038/s41598-020-78555-0
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Materials**

**Evolutionary divergence of novel open reading frames in cichlids speciation**

Shraddha Puntambekar^1^, Rachel Newhouse^2^, Jaime San-Miguel^2^, Ruchi Chauhan^2^ , Grégoire Vernaz^2,3,,4^, Thomas Willis^2^, Matthew T. Wayland^5^, Yagnesh Urmania^6^, Eric A. Miska^2,6,4^, and Sudhakaran Prabakaran^1,2,7^*

**Supplementary Figure 1**

**
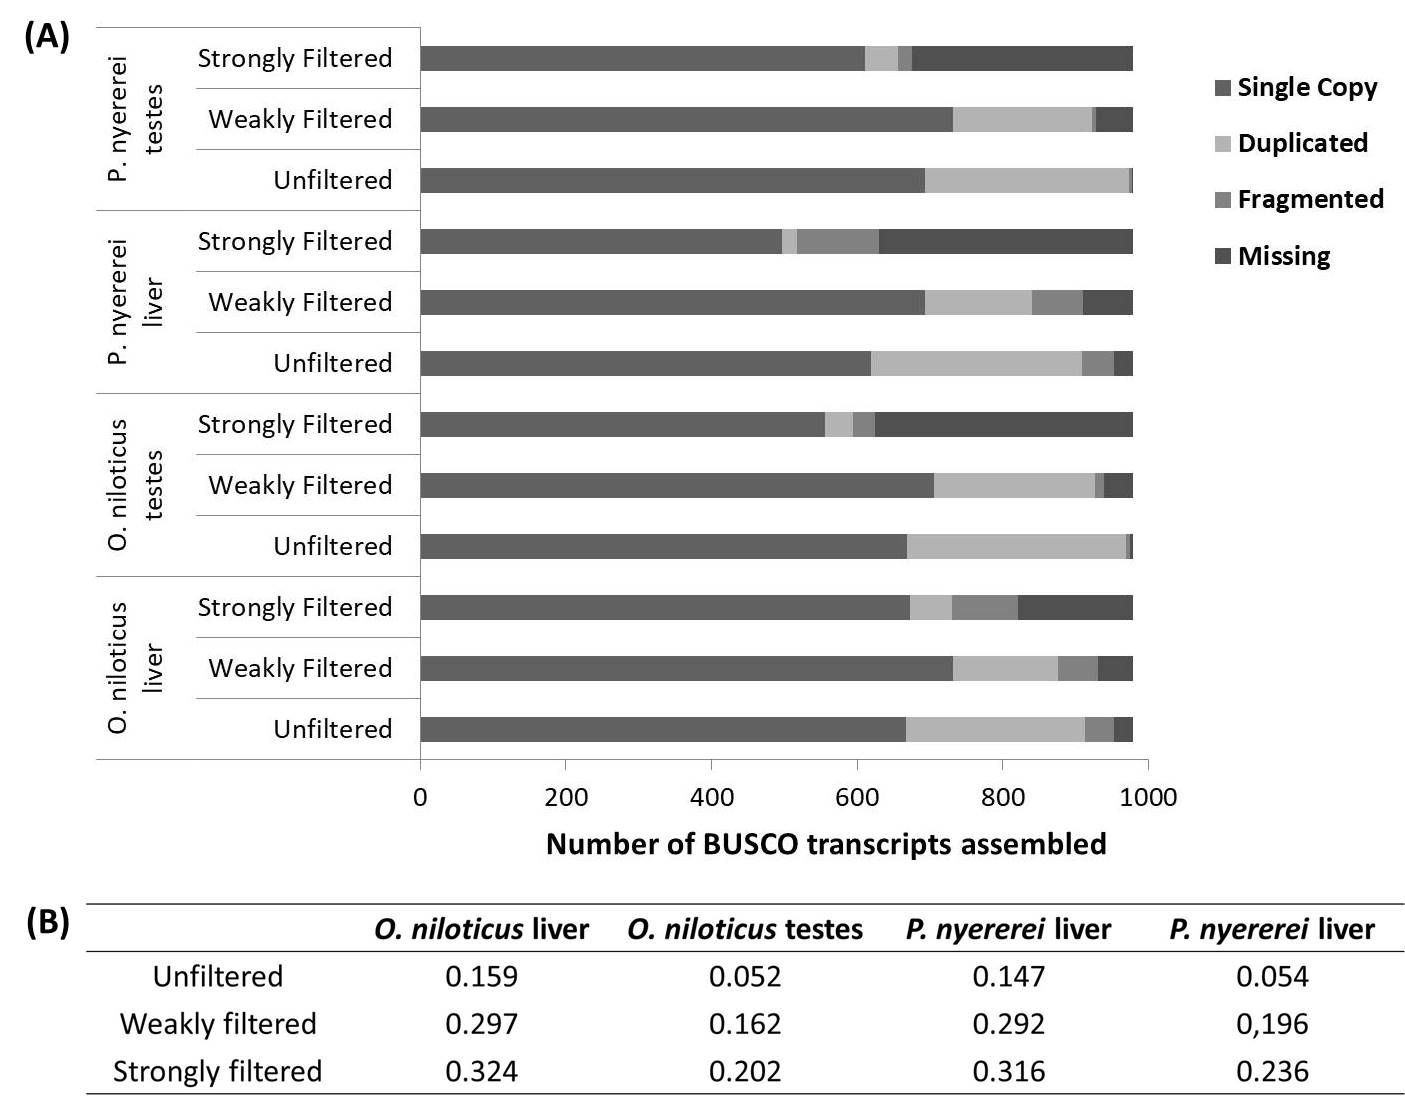
**

**SF. 1. Processing assembled transcripts.**

1. The number of BUSCO metazoan transcripts present in the unfiltered and filtered Trinity transcriptomes. Weakly filtered: transcripts with a Transrate score of 0.01 or lower removed. Strongly filtered: transcript removal threshold set to optimise the overall assembly Transrate score. Dark gray: single copy. Light gray: duplicated. :fragmented. Black: missing.
2. The effects of filtering on the whole assembly Transrate scores for each Trinity transcriptome. Weakly filtered: transcripts with a Transrate score of 0.01 or lower removed. Strongly filtered: transcript removal threshold set to optimise the overall assembly Transrate score.

**Supplementary Figure 2**

**
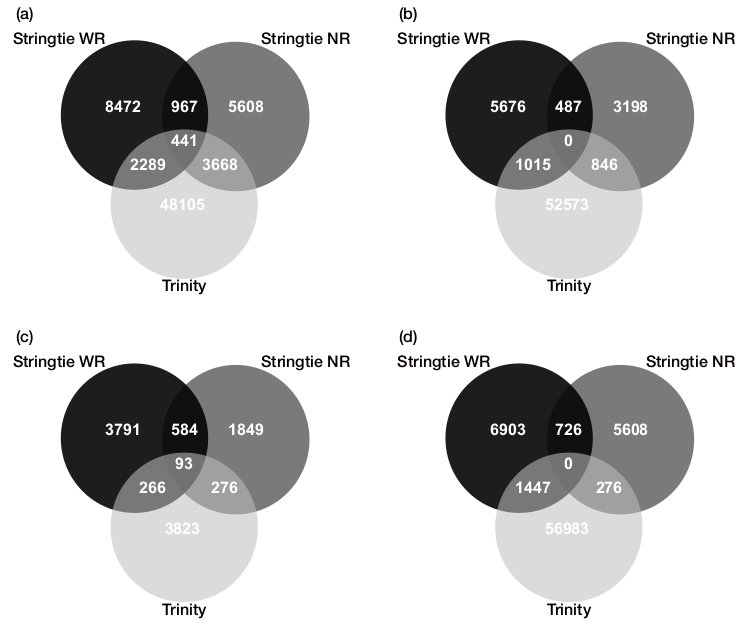
**

**SF 2.** The overlap in species-specific transcripts identified using each transcriptome

assembly method. Species-specific transcripts were identified as those without a match

of at least 80% at the nucleotide level in the equivalent transcriptome in the opposing

species. The transcripts identified by each method were compared using GFFcompare.

(a) *O. niloticus* testes (b) *O. niloticus* liver (c) *P. nyererei* testes (d) *P. nyererei* liver

**Supplementary Figure 3: Functional annotation analysis of species-specific transcripts.**

**
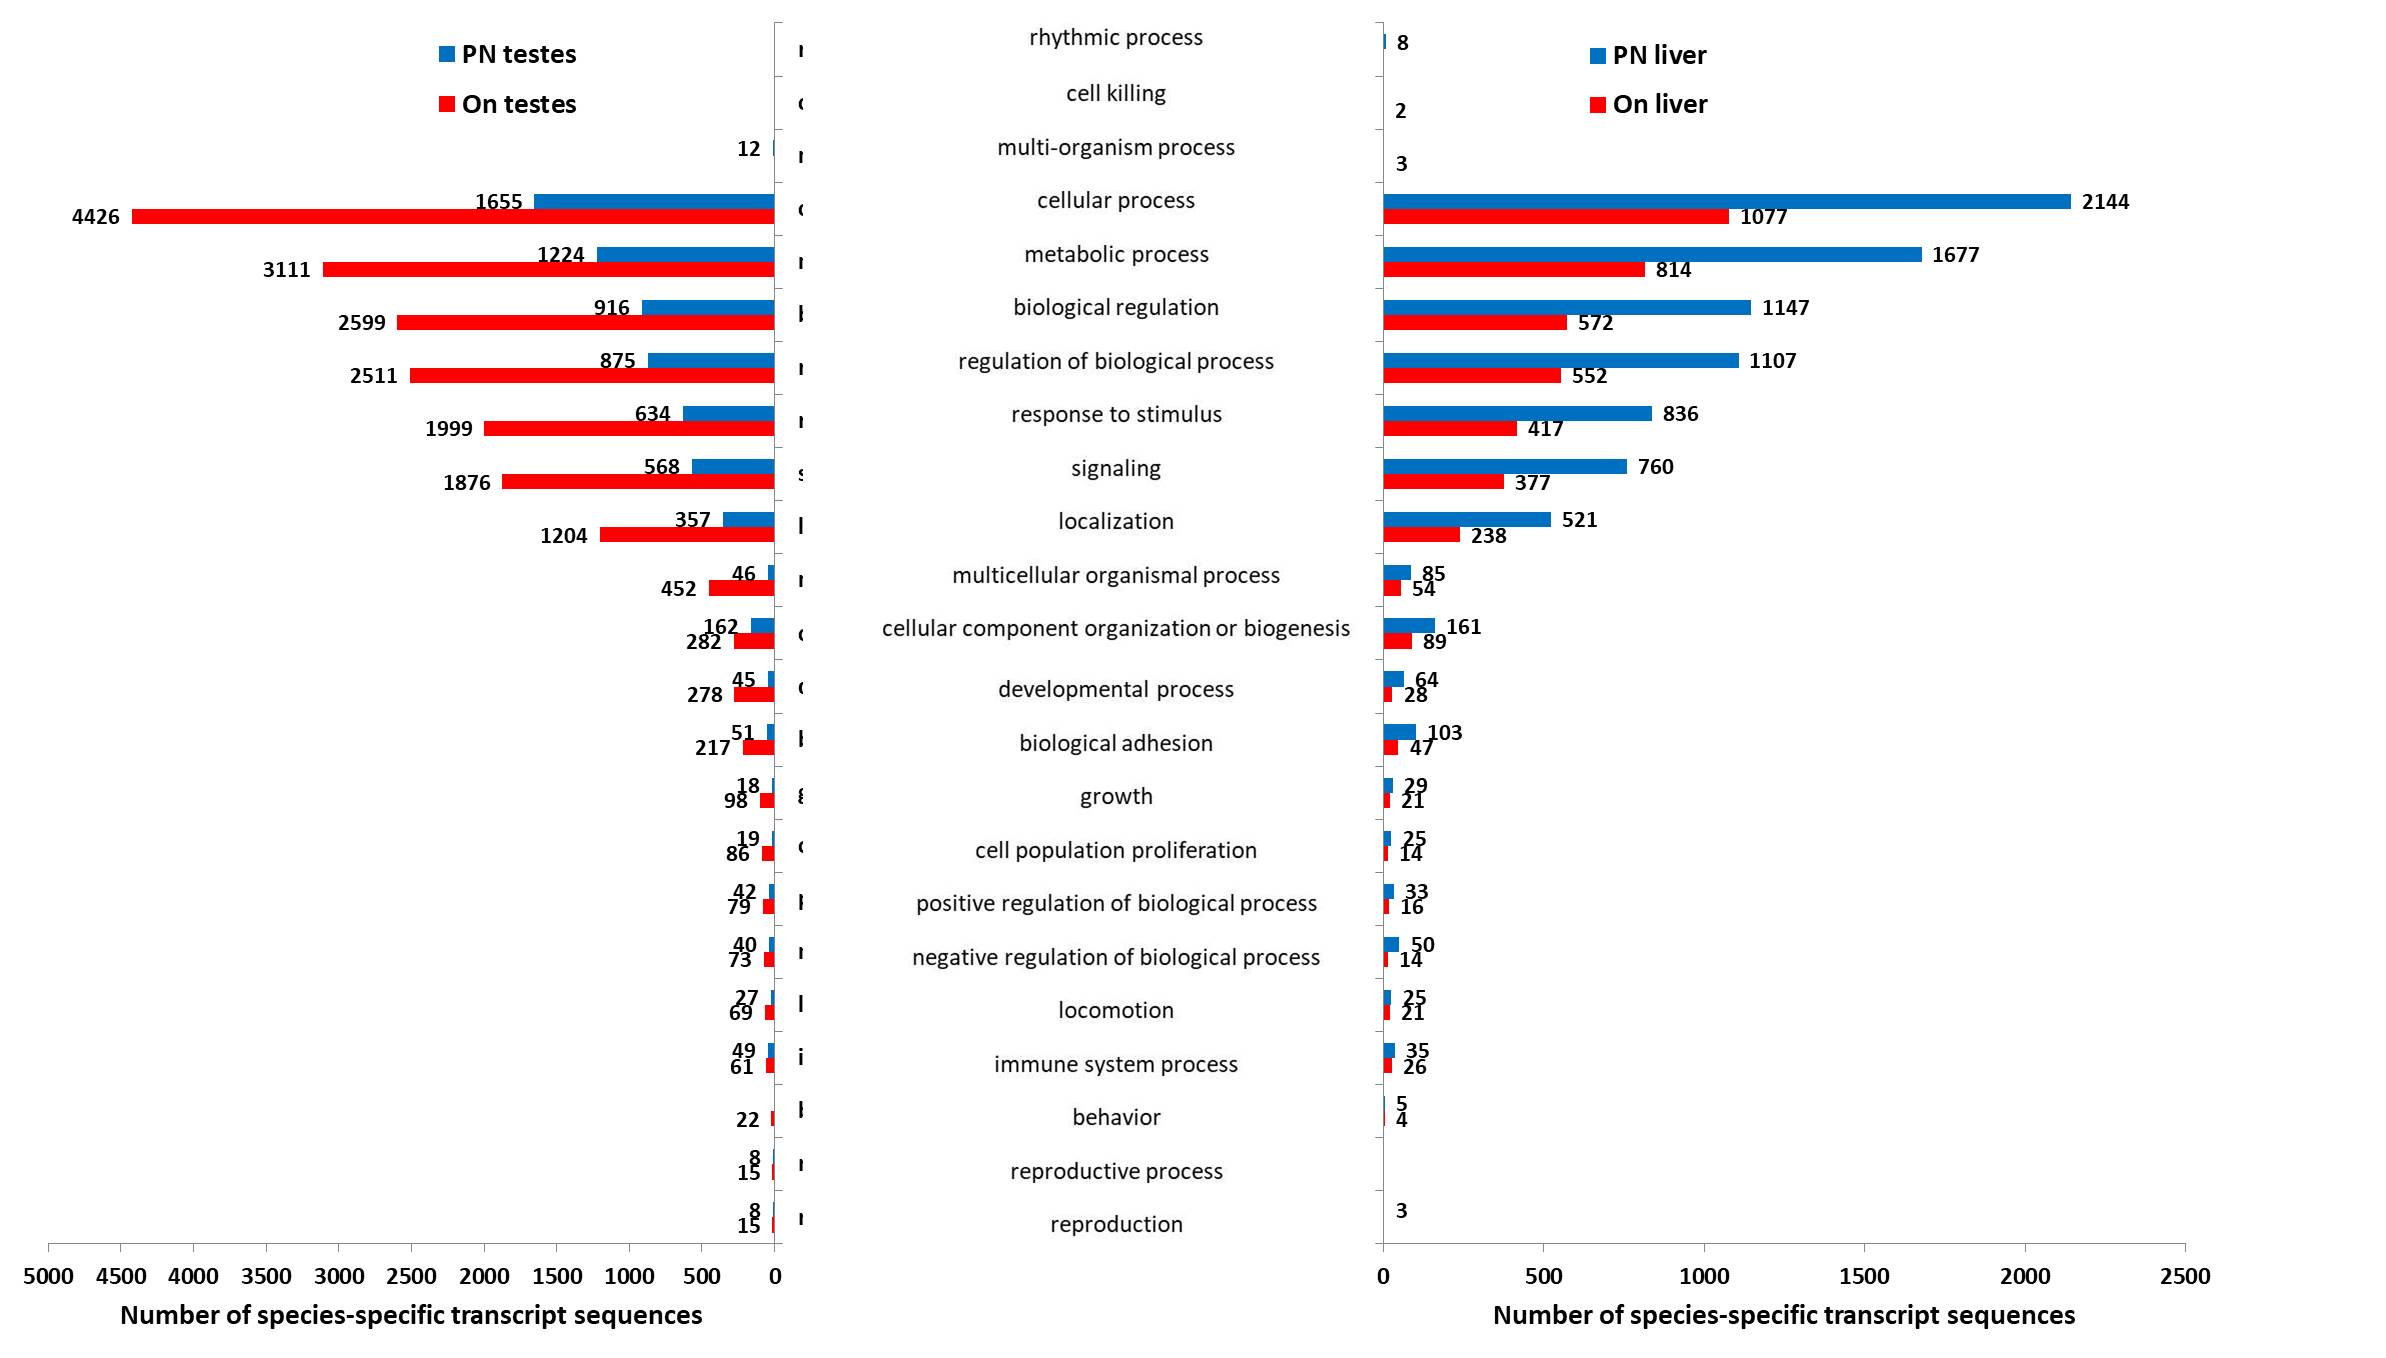
**

**SF. 3: Functional annotation analysis of species-specific transcripts.** The Level 2 Biological Process GO Annotations of Species-Specific transcripts for each species and tissue. The union of the species-specific transcripts identified using each transcriptome assembly method was annotated using InterProScan

**Supplementary Figure 4**

**
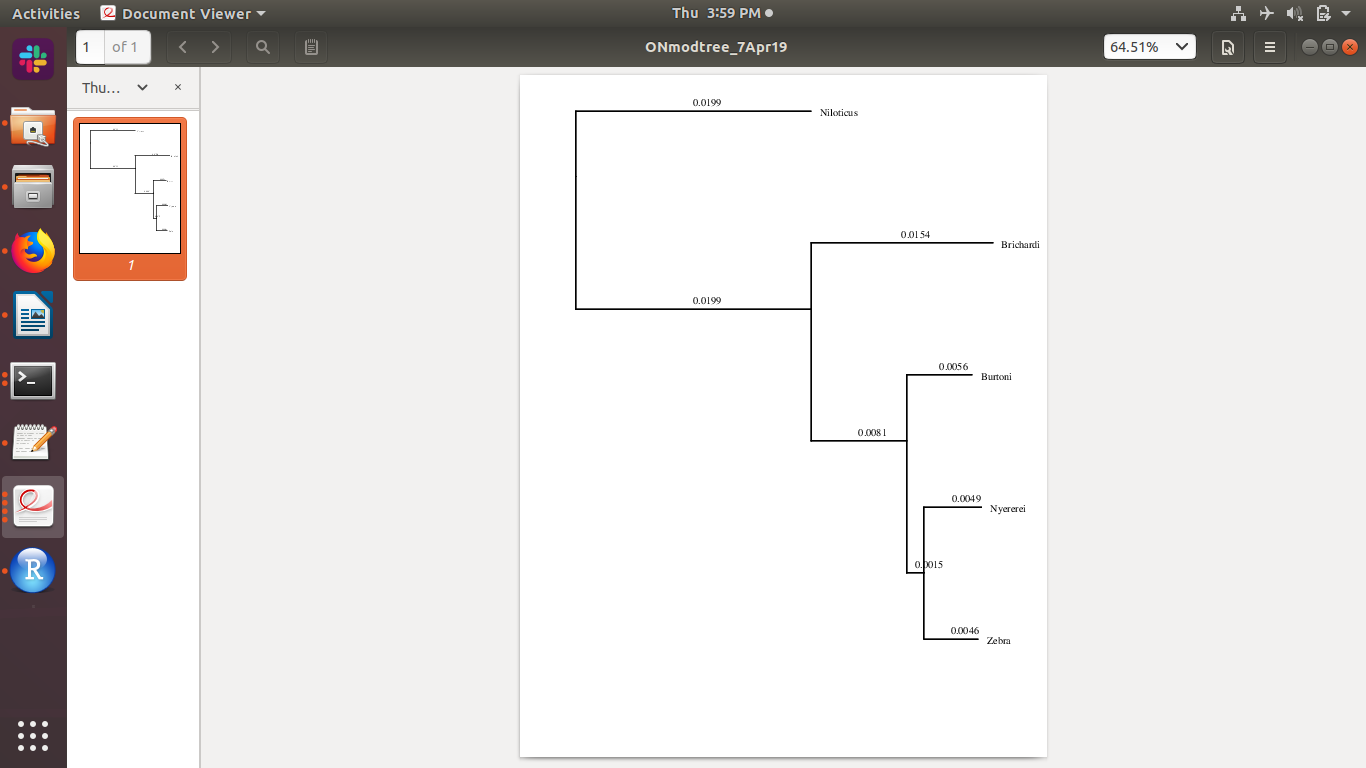
**

**SF. 4 Phylogenetic tree constructed over four-fold degenerate sites from the alignment of five cichlids genome.** The numbers on the edge represent the neutral species divergence calculated by phyloFit.

How the deposited data were processed for this re-analysis (not part of the article)

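Liver transcripts of 3 ON and 3 PN males, one library per fish, were analysed. The authors aligned paired 75 bp reads with HISAT2 2.1.0, and the submitters' processing notes also name StringTie. The paper's methods describe assembly with the reference annotation, merging of the replicates of a species, removal of unexpressed and duplicated transcripts and merging of similar transcripts within a locus. The authors deposited for each library an FPKM and a per-base coverage for every transcript of the merged set. Neither holds read counts, so no count model was used. Groups were taken from the sample labels and the paper.

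Coverage divided by FPKM gave one constant per library (relative tolerance 0.0001, over transcripts above an FPKM of 50), from which the aligned bases were computed, 1691745086 to 1997213175 per library. Whether reads aligned at several places enter this total more than once is not given in the sources used here. The floor that 3 reads allow was computed for the strandless transcripts named in the text, where it is at most 0.412 FPKM, and for the ON mitochondrial genes. Floors cover counting error only.

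The transcripts carry no reference identifier. Comparisons of genes between species, a joint principal component analysis, gene lists, named genes of the paper and genes of one species only were planned before the data were examined and were not run. The rows carry no gene symbol, and no annotation of ASM185804v2 or PunNye1.0 was used here. Only rows of the ON mitochondrial sequence were tied to genes, by position. Without identifiers or such an annotation, the planned class of unannotated transcripts was not built as written. Strandless transcripts were used in its place, a choice made after the tables were seen. It leaves out spliced assembled transcripts, which carry a strand, and it can take in unannotated parts of annotated genes, so its number bounds that of unannotated transcripts from neither side. Only transcripts kept in the tables stand for the annotation. Position was taken against the spans of stranded transcripts. The tables hold no exon positions, so a transcript inside a span was not called intronic. A rule set before the data were examined named the 3 unannotated transcripts with the highest mean FPKM in each species, and it was applied to strandless transcripts once these had been chosen in their place.

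Names of ON mitochondrial genes were assigned where a gene of the table for O_niloticus_UMD_NMBU, another assembly than ASM185804v2, had the same start and end on the mitochondrial sequence, which held for 37 of 37 genes. Coordinates in the text are those of the authors' tables.

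Measures per library were compared with a two-sided exact permutation test of 3 against 3. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The classification by position was checked on 600 simulated transcripts, with 0 differing from a direct comparison. On simulated replicate values, known correlations were recovered to within 0.047 and known ratios of SD to within 0.020. Alternatives covered FPKM minimums, coverage in place of FPKM, and leaving out each library. Alternatives added after the data were seen covered distance from stranded transcripts, all single-exon transcripts, summed loci, the most abundant strandless transcript and the replicate number as a block.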

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

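The 6 most abundant strandless transcripts and the 2 mitochondrial rRNA genes of ON lay above the floor of 3 reads in every library, and the paper does not report on them. In ON the mean FPKM was 6805 for mRNA31675, 5421 for mRNA31676 and 2571 for mRNA37426. The mean of mRNA37426 rests on 2 fish, since the other fish was at 5.65. In PN the mean FPKM was 18975 for mRNA20006, 13576 for mRNA20307 and 10968 for mRNA26993. The mitochondrial rRNA genes of 944 and 1699 bases had a mean FPKM of 3956 and 16428 in ON. The mean of the shorter gene leans on 1 fish at 7799, since the others were at 1919 and 2151. No explanation was tested for these transcripts.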

How the results depend on the processing

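The use of strandless transcripts, the comparisons of measures per library between species, and the settings with a replicate block, summed loci, distance, all single-exon transcripts or the most abundant transcript left out were chosen after seeing the data. At an FPKM of at least 1 in at least 1 library, expressed transcripts numbered 24961 in ON. At an FPKM of at least 1 in all 3 libraries they numbered 13042 in ON and 20867 in PN, strandless transcripts outside stranded ones 1644 and 6054, and those inside 566 and 2181. PN kept 8405 strandless transcripts at least 5000 bases from every stranded one. The median log2 FPKM of strandless minus stranded transcripts turned from 0.56 to -1.12 in ON at an FPKM of at least 1 in all 3 libraries, and went to -0.92 in PN. With stranded transcripts summed per locus it was 0.087 in ON and -0.56 in PN. The direction in ON therefore depends on the minimum. No strandless transcript had a mean FPKM under 0.427 in ON or 0.461 in PN, where 44.6% and 30.1% of stranded ones lay. Whether this lower limit causes the turn in ON was not tested, nor was any other cause. Coverage in place of FPKM moves nothing, as the 2 differ by one factor per library. Leaving out one library gave a PN minus ON share of bases in strandless transcripts of 3.44 to 4.22 percentage points. With 2 fish against 3 the exact permutation test cannot go below the 0.20 it gave, so it says nothing about stability. Keeping only transcripts with 2 or more exons, or asking for the same strand, gives no value, because every strandless transcript has a single exon and no strand. The settings meant for comparisons of genes between species were not run, as no gene was compared. The replicate numbers 1 to 3 that both species carry mark different fish, and nothing in the paper or labels pairs them. With the replicate number as a block, an exact sign-flip permutation of the 3 differences gave a two-sided p of 0.25, the smallest that 3 pairs allow, for the share of bases in strandless transcripts (3.81 percentage points higher in PN), the transcripts above 0 per library (6907 more in PN) and the share of FPKM in the 10 most abundant transcripts (a PN minus ON difference of -11.7 percentage points). Depth sets a floor of at most 0.412 FPKM for the named strandless transcripts.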

Differences from the paper's values

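The numbers of transcripts listed, 41456 in ON and 45966 in PN, match those printed in Fig. 2A. The paper describes removal of unexpressed transcripts, whereas 263 ON and 79 PN transcripts are listed at an FPKM of 0 in all 3 libraries. The paper's 11.82 ± 0.42 Mio paired-end reads, whose error is not named, stand beside 12.7 ± 0.82 Mio read pairs (SD, n = 6) computed from the aligned bases. The ratio is below the 1.5 used here to call a difference. Aligned pairs counted once cannot outnumber the pairs generated, so the higher computed value is a conflict that stays unexplained. Whether reads aligned at several places count more than once in the latter is not given in the sources used here.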

Other observations

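The tests of genome pieces, depth and single-exon annotation below, and that of strandless transcripts overlapping no other, were chosen only after the result was seen. In ON liver, transcripts of the mitochondrial protein genes differed widely in FPKM. The cytochrome oxidase subunit genes COX1, COX3 and COX2 were at 575 ± 119, 262 ± 93 and 137 ± 38 (SD, n = 3), and CYTB, which encodes cytochrome b, at 52.2 ± 5.0 (SD, n = 3). The NADH dehydrogenase subunit genes ND1 and ND2 were at 21.6 ± 1.4 and 18.5 ± 4.1 (SD, n = 3), and ND4L, ND5 and ND6 at 4.61 ± 0.21, 5.43 ± 0.25 and 7.78 ± 1.5 (SD, n = 3). ND4 was at 17.7, 14.1 and 2.59 in the 3 fish. ATP8 was at 18.2 ± 3.4 (SD, n = 3). ATP6 was at 7.66 in one fish and under its floor of 3 reads, 0.166, in the others. ND3 was under its floor of 0.326 in all 3 fish. By position ATP6 overlaps ATP8 and COX3, while ND3 overlaps no other gene but abuts a tRNA gene at each end. How reads crossing the ends of such close genes were assigned was not tested. The values of ATP6 and ND3 are therefore no evidence that these genes are unexpressed.

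Strandless transcripts per 100 stranded ones were 25.3 in ON and 65.2 in PN. If transcripts on small sequences of the PN assembly were the whole cause, the excess would end on sequences with at least 50 stranded transcripts. There the PN to ON ratio was still 2.21 (2.57 over all sequences). These sequences, 27 in ON and 152 in PN, were picked by their stranded transcripts, the denominator of the ratio. The ratio does not address gaps or mis-assemblies within them, and the paper reports such faults for both genomes. Greater total depth in PN is argued against by a PN to ON ratio of aligned bases of 0.914. That ratio does not settle the depth left for less abundant transcripts. The 100 most abundant transcripts took 63.2% of the summed FPKM in ON and 51.5% in PN. The PN to ON ratio of listed stranded single-exon transcripts was 0.998, so PN listed about as many as ON. Stranded transcripts with several exons were fewer in PN, 25677 against 30925 in ON. These counts cover transcripts kept in the liver sets, and the annotations themselves were not compared. Whether the PN annotation left out single-exon genes therefore stays undecided. Gaps and mis-assemblies within large sequences, unannotated exons of spliced genes and a difference between the species stay open and were not tested.

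A candidate source of strandless transcripts inside stranded ones is unspliced RNA of the host. Deviations of replicates from their mean correlated with those of the own host locus by 0.26 above shuffled hosts in ON (410 transcripts) and by 0.081 in PN (1131 transcripts). Pairs inside one host correlated by 0.47 above shuffled pairs in ON and by 0.028 in PN. In PN the SD over shuffles was 0.021 for hosts and 0.040 for pairs. As the PN pairs do not move together beyond that spread, the test cannot decide there. The bound of 0.2 in both species set beforehand was not met.

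Transcripts listed at 0 in one replicate and at an FPKM of at least 1 in another may reflect reads split among overlapping transcripts. The replicate SD of log2(FPKM + 1) in loci of 2 or more transcripts was 1.49 times in ON and 1.46 times in PN that of lone stranded transcripts of like level. Both lie just below the 1.5 set beforehand, so the test does not decide, while summed loci gave 0.972 and 0.980. Strandless transcripts outside stranded ones overlap no other listed transcript, so overlap among listed transcripts cannot split their reads. Reads shared with transcripts left out of the list, or aligned at several places, were not tested. Of these strandless transcripts that reached an FPKM of 1 in a library, 27.7% in ON and 13.9% in PN were listed at 0 in another. Among lone stranded transcripts that reached it, the shares were 4.60% and 4.31%. These shares (17.4% and 11.2% for strandless transcripts inside stranded ones) are not matched for level. At like FPKM the replicate SD of all strandless transcripts was 1.60 times in ON and 1.32 times in PN that of lone stranded ones. This match leaves length aside: the median was 467 bases in ON and 510 in PN for strandless transcripts, against 2422 and 2271 for all stranded ones. Shorter transcripts hold fewer reads at the same FPKM, so counting error is not matched. Nor is the way of listing, since strandless transcripts would be listed only where assembled from reads. An FPKM of at least 1 in a library was reached by 99.95% of them in ON and 99.96% in PN. Among stranded transcripts it was reached by 50.2% and 66.2%. The shares listed at 0 and the SD ratios therefore do not show that strandless transcripts vary more between fish.

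Across strandless transcripts, Spearman's rho between 2 replicates was 0.0030, 0.30 and 0.078 in ON and 0.38, 0.44 and 0.56 in PN. Their range is cut at the low end, with no mean FPKM under 0.427 in ON or 0.461 in PN. Of stranded transcripts, 44.6% and 30.1% lay below these levels. A cut range can lower rho, so these values do not rank the reproducibility of strandless against stranded transcripts.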
